# Hyponastic Leaves 1 Interacts with RNA Pol II to Ensure Proper Transcription of MicroRNA Genes

**DOI:** 10.1093/pcp/pcad032

**Published:** 2023-04-11

**Authors:** Dawid Bielewicz, Jakub Dolata, Mateusz Bajczyk, Lukasz Szewc, Tomasz Gulanicz, Susheel S Bhat, Anna Karlik, Monika Jozwiak, Artur Jarmolowski, Zofia Szweykowska-Kulinska

**Keywords:** *Arabidopsis thaliana*, DRB1, HYL1, MicroRNA, Transcription

## Abstract

Hyponastic Leaves 1 (HYL1) [also known as Double-stranded RNA-Binding protein 1 (DRB1)] is a double-stranded RNA-binding protein involved in microRNA (miRNA) processing in plants. It is a core component of the Microprocessor complex and enhances the efficiency and precision of miRNA processing by the Dicer-Like 1 protein. In this work, we report a novel function of the HYL1 protein in the transcription of miRNA (*MIR)* genes. HYL1 colocalizes with RNA polymerase II and affects its distribution along *MIR* genes. Moreover, proteomic experiments revealed that the HYL1 protein interacts with many transcription factors. Finally, we show that the action of HYL1 is not limited to *MIR* genes and impacts the expression of many other genes, a majority of which are involved in plastid organization. These discoveries indicate HYL1 as an additional player in gene regulation at the transcriptional level, independent of its role in miRNA biogenesis.

## Introduction

MicroRNAs (miRNAs) are small ∼21-nt-long RNA molecules that play a vital role in the post-transcriptional regulation of gene expression (Bartel 2004). miRNAs are involved in a vast range of metabolic processes and hence act as regulatory molecules in overall plant development and in the plant response to environmental conditions (Palatnik et al. 2003, Chen 2004, Kruszka et al. 2012, Barciszewska-Pacak et al. 2015). miRNA genes (*MIR*) are transcribed by RNA polymerase II (Pol II) (Xie et al. 2005), and as in the case of protein-coding genes, they are regulated at the transcriptional and post-transcriptional levels in a similar way. For example, changes in the phosphorylation of the RNA Pol II C-terminal domain (CTD) by Cyclin-Dependent Kinase Ds and Cyclin-Dependent Kinase F;1 have been reported to modulate transcription, co-transcriptional capping, polyadenylation and splicing of all RNA Pol II transcripts (Hajheidari et al. 2012, 2013). The transcription coactivator complex Mediator plays a general role in recruiting Pol II to gene promoters during transcription initiation (Kim et al. 2011). *MIR* gene transcription and protein-coding gene transcription are modulated by the Carbon Catabolite Repression 4–Negative on TATA-less (NOT) complex subunit NOT2, the Elongator complex subunits ELP2 and ELP5, the MYB-R2R3-type transcription factor cell division cycle 5 (CDC5) and the DNA-binding with one finger (DOF) transcription factor cycling DOF factor 2 (Wang et al. 2013, Zhang et al. 2013, Fang et al. 2015, Sun et al. 2015). However, a common feature of all primary transcripts of *MIR* genes [known as primary miRNAs (pri-miRNAs)], which is not necessary for protein-coding gene transcription, is the formation of a stem-loop region. In this stem-loop region, mature miRNA is embedded. Mature miRNAs are released from pri-miRNAs by a series of cleavages performed by a protein complex called the Microprocessor. Notably, the stem-loop region of pri-miRNAs serves as a mark for the Microprocessor to recognize and start processing the pri-miRNAs (Kurihara and Watanabe 2004, Mateos et al. 2010, Zhu et al. 2013, Dolata et al. 2018). The core of the Microprocessor complex is built of three proteins, Dicer-Like 1 (DCL1), Double-stranded RNA-Binding protein 1 (DRB1) [also known as Hyponastic Leaves 1 (HYL1)] and Serrate (SE) (Yang et al. 2006, Fang and Spector 2007, Dong et al. 2008, Dolata et al. 2018). DCL1 is a RNAse III-type enzyme that cleaves pri-miRNAs in multiple places to eventually facilitate the release of mature miRNA/mirRNA* duplexes (Park et al. 2002, Reinhart et al. 2002, Kurihara et al. 2006, Bologna et al. 2013). HYL1 and SE assist in increasing the accuracy of pri-miRNA cleavage by DCL1 (Kurihara et al. 2006). All three of these core components are necessary for proper functioning of the Microprocessor, and in hypomorphic mutants of DCL1 and SE, and null mutants of HYL1, pri-miRNAs accumulate, and mature miRNAs are downregulated (Laubinger et al. 2008, Szarzynska et al. 2009, Zielezinski et al. 2015). HYL1 contains two double-stranded RNA-binding domains (dsRBDs) in its N-terminal region followed by a nuclear localization signal (NLS) and an unstructured C-terminal region (Yang et al. 2010). HYL1 is considered to form a homodimer and bind the miRNA/miRNA* duplex region of pri-miRNA (Burdisso et al. 2014, Yang et al. 2014). Knock-out of HYL1 has a pleiotropic impact on the phenotype of plants (among the other defects in leaf shape and late flowering time) and their response to auxin and ABA (Lu and Fedoroff 2000, Vazquez et al. 2004). To date, no ortholog of HYL1 has been identified in mammalian cells. However, in the cnidarian *Nematostella vectensis*, a ‘plant-like’ HYL1 homolog was identified (Tripathi et al. 2022). Cnidarian HYL1 protein is involved in miRNA biogenesis; however, it interacts only with pre-miRNAs and not with pri-miRNAs. Additionally, mammalian RNA nucleases involved in miRNA biogenesis, namely, Drosha and Dicer, are also required for proper functioning with the assistance of proteins containing dsRBDs, namely, DiGeorge syndrome critical region 8 (DGCR8) and transactivation response element RNA-binding protein (TRBP), respectively (Han et al. 2004, Chendrimada et al. 2005, Haase et al. 2005). Both HYL1 and DGCR8 are nuclear proteins involved in the first steps of pri-miRNA maturation, i.e. cleavage by RNAse III (Gregory et al. 2004). However, similar to TRBP, HYL1 can be phosphorylated, which affects its activity (Paroo et al. 2009, Manavella et al. 2012, Achkar et al. 2018).

MiRNA production in mammalian cells is co-transcriptional, as Drosha and DGCR8 have been shown to bind regions in the proximity of many gene promoters (not only *MIR* genes), and consequently, Drosha knockdown in HeLa cells negatively impacts general gene transcription (Gromak et al. 2013). Similarly, in plants, co-transcriptional processing of pri-miRNAs has been proposed to occur through the association of DCL1 with the chromatin, Mediator and Elongator complex (Fang et al. 2015, Cambiagno et al. 2021). Co-transcriptional processing is supported by the fact that transcription of *MIR* loci is required for the association of DCL1 with the chromatin and Elongator complex (Fang et al. 2015). Additionally, the DCL1 interaction with *MIR* loci is modulated by Hasty (HST) protein in a Mediator-dependent manner (Cambiagno et al. 2021). HST interacts with MED37 (Mediator complex protein) and acts as a scaffold to further stabilize the MED37-DCL1 complex and allow the assembly of the Microprocessor complex early on in pri-miRNA transcription. Moreover, co-transcriptional processing of pri-miRNAs also depends on whether a given pri-miRNA is processed from loop-to-base or base-to-loop, a process that also involves PRP40A protein (Gonzalo et al. 2022, Stepien et al. 2022). Consistent with these ideas and since the interaction between DCL1, HYL1 and *MIR* loci has been established (Kurihara et al. 2006, Cambiagno et al. 2021, Gonzalo et al. 2022), we asked whether HYL1 could be involved in the transcriptional regulation of *MIR* genes and may interact with the RNA Pol II complex.

## Results

### HYL1 is important for proper *MIR* gene transcription

To investigate the possibility that the HYL1 protein is involved in the transcription of *MIR* genes, we used a GUS reporter line system. We independently crossed two reporter lines with GUS under two different *MIR* gene promoters [p*MIR393A*:GUS and p*MIR393B*:GUS (Parry et al. 2009)] in the wild-type (WT) [Columbia-0 (Col-0)] background with *hyl1-2* mutants (HYL1 knock-out mutants). We observed that the expression of the GUS protein driven by *MIR* gene promoters was markedly lower in the *hyl1-2* background than in Col-0 (**Fig. 1A**). Using RT-qPCR, we also measured the level of GUS transcripts in p*MIR393A*:GUS, p*MIR393B*:GUS, p*MIR*393A:GUSx*hyl1-2* and p*MIR*393B:GUSx*hyl1-2* reporter lines and observed a significant decrease in the level of GUS transcripts in p*MIR*393A:GUSx*hyl1-2* and p*MIR*393B:GUSx*hyl1-2* plants (**Fig. 1B**). Moreover, in the absence of HYL1 protein, pri-miRNAs are not processed into pre-miRNA and finally into mature miRNAs. Using RT-qPCR, we observed a significant increase in the level of endogenous pri-miRNA393A and pri-miRNA393B in p*MIR*393A:GUSx*hyl1-2* and p*MIR*393B:GUSx*hyl1-2* reporter lines, respectively (**Fig. 1B**, middle part). The downregulation of GUS transcripts suggested that HYL1, which is involved in pri-miRNA processing, may also regulate the transcription of *MIR* genes. However, it is also possible that the strong downregulation of GUS expression in the *hyl1-2* background is caused by a feedback mechanism in which the global downregulation of miRNAs in *hyl1-2* results in upregulation of as-yet-unidentified transcriptional factors that in turn inhibit *MIR393A* and *MIR393B* transcription. To address this question, we decided to restore the miRNA levels in the reporter lines within the *hyl1-2* background. For this purpose, we crossed p*MIR*393A:GUSx*hyl1-2* and p*MIR*393B:GUSx*hyl1-2* mutant plants with a *DCL1* mutant: namely, *hyl1-2 dcl1-13/dcl1-13* (homozygous *hyl1-2* suppressor) (Tagami et al. 2009). The *hyl1-2 dcl1-13/dcl1-13* mutant has a point mutation in the *DCL1* gene that promotes DCL1 activity in the absence of HYL1. The point mutation in the *DCL1* gene results in an amino acid substitution of Glu to Lys in the ATPase/DExH-box RNA helicase domain. Hence, the expression of the *dcl1-13* allele in the *hyl1-2* background restores the level of miRNAs and rescues plants from the developmental abnormalities associated with low levels of miRNAs (Tagami et al. 2009). We prepared heterozygous *hyl1-2* suppressor (namely, *hyl1-2 dcl1-13/DCL1*) transgenic plants carrying the genomic sequence of the mutated *DCL1* gene under its native promoter. We obtained four independent transgenic lines and confirmed previous results, showing that the expression of the *dcl1-13* allele restores mostly the *hyl1-2* phenotype. However, the suppressor effect was mild, and the levels of pri-miRNAs and mature miRNAs in the *hyl1-2* background were only partially restored (**Supplementary Fig. S1**). We then crossed our reporter lines (p*MIR*393A:GUS and p*MIR*393B:GUS) with *hyl1-2 dcl1-13/DCL1* transgenic plants. Analysis of GUS staining in the offspring clearly showed that the GUS protein is still inefficiently expressed in the *hyl1-2 dcl1-13/DCL1* mutant background (**Fig. 1A**, right panel). Additionally, we also performed RT-qPCR analysis to measure the GUS transcript level, and as in the *hyl1-2* mutant, in *hyl1-2 dcl1-13/DCL1* mutant plants, the GUS transcript was downregulated in comparison to the expression in WT plants (**Fig. 1B**, right panel). Moreover, to exclude the possible feedback mechanism or general post-transcriptional gene silencing perturbation, we also crossed our reporter line with the *hen1-5* mutant. GUS staining in the offspring showed that GUS protein is expressed at a similar level in *hen1-5* and in WT backgrounds (**Supplementary Fig. S2**). Hence, our data support the idea that HYL1 is a direct positive regulator of *MIR* gene transcription. To exclude the possibility that the observations were specific to the miR393 family, we crossed four additional GUS reporter lines with the *hyl1-2* mutant. We observed, like previously, that the expression of the GUS protein driven by *MIR* gene promoters was lower in the *hyl1-2* background in comparison to the WT background (**Supplementary Fig. S3**).

**Fig. 1:**
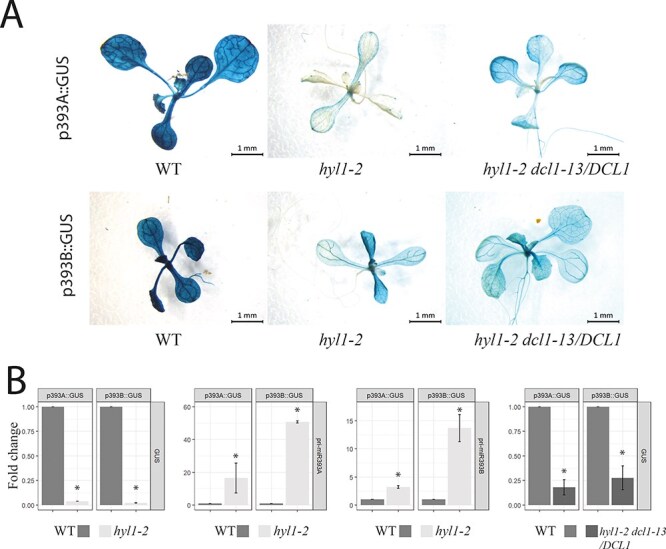
HYL1 is a positive factor stimulating the transcription of *MIR* genes. (A) GUS staining of seedlings representing reporter lines in WT (left), *hyl1-2* (middle) and *hyl1-2 dcl1-13/DCL1* (right) backgrounds. (B) RT-qPCR analysis of GUS transcript and pri-miRNA levels in the reporter lines in WT, *hyl1-2* and *hyl1-2 dcl1-13/DCL1* backgrounds. Error bars indicate SD (*n* = 3). Asterisk represents the statistically significant fold change of the indicated sample compared to the WT sample (*P* < 0.05).

### The HYL1 protein interacts with transcription factors

Since we found that HYL1 acts as a positive regulator of GUS transcription under the *MIR* gene promoter, we decided to test whether it interacts with transcription factors. For this experiment, we used a transgenic line containing HYL1 tagged with the hemagglutinin (HA) epitope (*pHYL1:HYL1:HA*) and anti-HA antibodies to coimmunoprecipitate HYL1 with its potential protein interactors, which were subsequently identified by mass spectrometry analysis. As a benchmark for our experiment, we searched for previously published data regarding HYL1 interactors and compared them with our data. We were able to identify bona fide HYL1 partners karyopherin enabling the transport of the cytoplasmic HYL1 (KETCH1) and CDC5 in our data (**Fig. 2A**) (Zhang et al. 2013, 2017). KETCH1 is a karyopherin enabling the import of HYL1 to the nucleus, and CDC5 is an MYB transcription factor. Interestingly, CDC5 was shown to be involved in the transcription of *MIR* genes (Zhang et al. 2013). Similar to *hyl1-2* mutant plants, in the CDC5 knock-out mutant, the GUS reporter, which was under the control of the *MIR* gene promoter, was downregulated (Zhang et al. 2013). However, *cdc5* mutants showed no enrichment at the pri-miRNA level, which can be explained by the fact that CDC5 is involved only in the transcription of *MIR* genes, not in the processing of pri-miRNA, similar to HYL1 (Vazquez et al. 2004, Zhang et al. 2013). Interestingly, in our coimmunoprecipitation (co-IP) results, we found that HYL1 was also associated with transcription factors from the TOPLESS transcription factor family (**Fig. 2A**). This protein family contains five members, which act redundantly and mediate transcriptional repression (Zhu et al. 2010). All of the members from the TOPLESS family were found in the HYL1 co-IP assay. Zhu et al. showed that TPR1 was recruited to the promoters of 12 genes and repressed their expression. We analyzed the expression levels of these 12 genes in the *hyl1-2* background in comparison to WT plants using publicly available transcriptomic data (Manavella et al. 2012). We found that the expression of all identified TPR1 targets was significantly changed (adjusted *P* < 0.05, DESeq2 test) between WT and *hyl1-2* plants (**Fig. 2B**). Interestingly, the expression of nine of these targets was decreased in the *hyl1-2* background. This suggests that TPR1 is more active when HYL1 protein is absent and that the interaction of HYL1 with TPR1 is necessary to decrease TPR1 repression activity. However, the interaction between TOPLESS transcription factors and HYL1 requires a more detailed investigation.

**Fig. 2:**
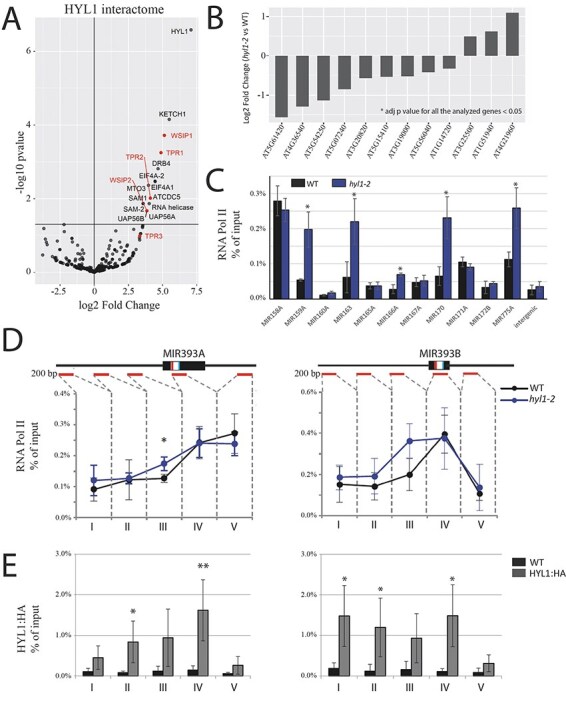
HYL1 interacts with transcription factors and is important for the proper distribution of RNA Poly II along *MIR* genes. (A) HYL1 interactome determined by co-IP followed by mass spectrometry. (B) The comparison of the expression levels of 12 TPR1 target genes in WT and *hyl1-2* plants. The adjusted *P*-value (DESeq2 test; Love et al. 2014) for all the tested genes was <0.05. (C) The occupancy of total RNA Pol II in promoter regions on different *MIR* genes (∼200 bp upstream of TSS) was determined by ChIP followed by qPCR. (D) The occupancy of total RNA Pol II at the *MIR393A* or *MIR393B* genes was determined by ChIP followed by qPCR. The region marked with an asterisk represents the statistically significant enrichment of RNA Pol II in *hyl1-2* compared to WT plants. A schematic of the gene structure is shown, and the lines below the gene structures show the amplified regions. Error bars represent the SD of three independent biological replicates. (E) The accumulation of HYL1 in the HYL1:HA mutant and WT plants at the *MIR393A* or *MIR393B* genes determined by ChIP followed by qPCR.

### RNA Pol II occupancy on *MIR* and selected protein-coding genes is affected in the *hyl1-2* mutant

In light of our data showing that HYL1 might be involved in *MIR* gene transcription, we tested whether it affects RNA Pol II occupancy on *MIR* genes. For this purpose, we performed a chromatin immunoprecipitation (ChIP) assay using an anti-RNA Pol II CTD repeat YSPTSPS antibody (8WG16 clone) (henceforward referred to as antibodies against total RNA Pol II) followed by qPCR in WT and *hyl1-2* mutants. We compared the occupancy of RNA Pol II on selected *MIR* genes [∼200 base pairs (bp) upstream of the transcription initiation start site] in *hyl1-2* and WT plants (**Fig. 2C**). We selected the *MIR* genes that were tested previously in *cdc5* mutant plants (Zhang et al. 2013). The results showed that the RNA Pol II distribution is affected in several *MIR* gene promoter regions. Our data showed increased accumulation of RNA Pol II in the region ∼200-bp upstream from the transcription start site (TSS) for five tested *MIR* genes in the *hyl1-2* mutant compared to WT plants. This observation is opposite to what was reported in *cdc5* mutant plants (Zhang et al. 2013). Additionally, we examined the RNA Pol II distribution in detail in the *MIR393A* and *MIR393B* genes (**Fig. 2D**). Analysis showed that RNA Pol II accumulates in the region ∼200-bp upstream from the transcription initiation site. Keeping in mind our previous results where transcription of the GUS reporter was downregulated in a *hyl1-2* mutant compared to WT plants, this may suggest that the accumulation of RNA Pol II in the promoter region of *MIR* genes in *hyl1-2* is a result of RNA Pol II stalling. Furthermore, we performed ChIP-seq experiments using antibodies against total RNA Pol II in WT and *hyl1-2* mutant plants for a global analysis of RNA Pol II distribution along *MIR* genes. 

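The 4 libraries analysed here came from leaves of 21-day-old plants, with 1 input and 1 ChIP library from WT and from *hyl1-2* plants. With 1 library per condition, no difference between the genotypes has a replicate check, and no interval given for it covers the variation between plants. In ChIP-seq, the DNA that is recovered with the antibody is sequenced, and the input is the same kind of chromatin without the antibody step. WT input held 17734005 reads, *hyl1-2* input 22766187, WT ChIP 37717174 and *hyl1-2* ChIP 30333558 after the authors had aligned the reads and removed duplicates. The mutated gene was examined first. *HYL1* (AT1G09700) lies on the minus strand of chromosome 1 of TAIR10 from 3137649 to 3140353. A gap of 20 bp from 3139497 to 3139516, inside exon 2 (3139335 to 3139597), was covered by no aligned read of either *hyl1-2* library with at least 5 bp on each side. At the same place, 12 reads of WT input and 26 reads of WT ChIP covered a base of the gap in this way. No other gap of this kind was found within the gene in *hyl1-2*, and 0 were found in WT, so the genotype labels fit an insertion in *HYL1* in the *hyl1-2* libraries. Over the gene, the inputs held 411 reads (WT) and 490 reads (*hyl1-2*), whereas the ChIP libraries held 1037 and 2473 reads. RNA Pol II occupancy was compared as a fold change. Reads whose extended interval overlapped a window by at least 1 bp were counted and given as RPM over all reads in the library, ChIP RPM was divided by input RPM of the same genotype, and the quotient of *hyl1-2* was divided by that of WT. The promoter window was the region of 200 bp upstream of the annotated 5′ end, and a locus was tested when each library had at least 10 reads there. A fold change above 1.2 was called higher and one below 0.8 lower, the thresholds of Supplementary Fig. S4C. For *HYL1* as a whole the fold change was 3.19 (95% interval for counting error 2.75 to 3.71). For a protein-coding promoter, the median number of reads was 53 in WT input, 67 in *hyl1-2* input, 57 in WT ChIP and 63 in *hyl1-2* ChIP, and the 95% interval of its fold change extended 1.67-fold either way in the median.

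**Figure D1:**
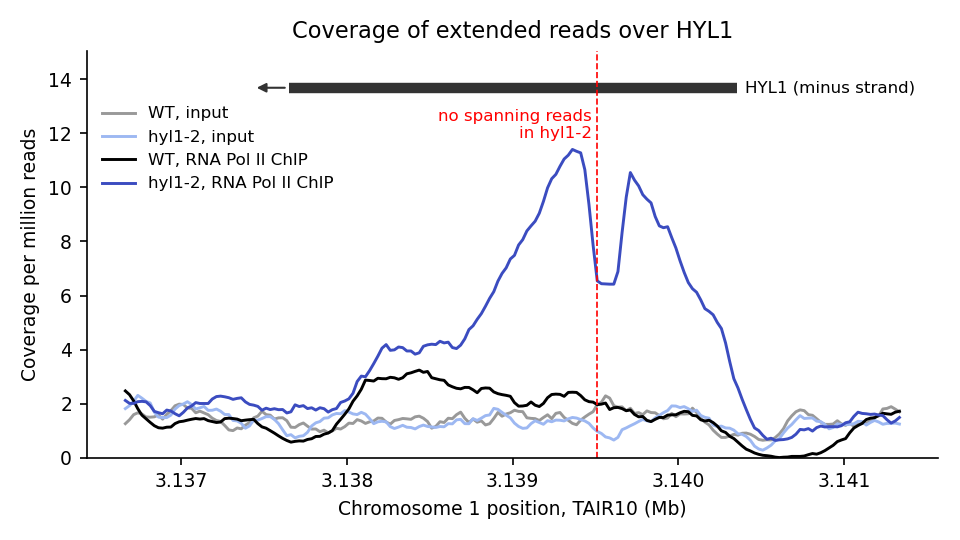
Coverage of extended reads in RPM (y axis) along *HYL1* and its flanks on chromosome 1 (x axis, Mb) in the 4 libraries, 1 line per library. The dashed line marks the site between 3139497 and 3139516 that no *hyl1-2* read spans, and *hyl1-2* ChIP coverage lies above WT ChIP coverage on both sides of it.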

For the global ChIP-seq analysis, we selected only miRNAs that are encoded by independent transcriptional units with a previously determined TSS (Bielewicz et al. 2012, Zielezinski et al. 2015). 

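For the values given here, *MIR* loci were taken from the annotation of the TAIR10 reference, because the mirEX list of TSSs was not used here. Of 326 annotated *MIR* loci on the nuclear chromosomes, 56 overlapped a protein-coding gene on the same strand and were left out, which left 270 loci as independent units. These annotated loci had a median length of 142.5 bp, between 59 and 689 bp, and 31 of the 270 reached 300 bp. The annotated 5′ end is therefore often the end of a hairpin and can lie downstream of the TSS. In their promoter windows, 268 of the 270 loci passed the minimum of reads, with a median of 101 reads in WT ChIP, 90 in *hyl1-2* ChIP, 55 in WT input and 72 in *hyl1-2* input.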

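RNA Pol II coverage around the annotated 5′ ends of the 270 *MIR* loci was averaged for each library. From 200 bp upstream to 200 bp downstream, mean ChIP coverage in RPM in *hyl1-2* was 1.07 times that in WT (1.06 to 1.09). From 200 to 1000 bp downstream the ratio was 1.16 (1.15 to 1.18), and in the outer region from 1000 to 500 bp upstream it was 1.03 (1.01 to 1.04). The choice of scaling moved these ratios most. With each library scaled on windows at least 1000 bp from any annotated gene in place of its total, they became 0.987 at the 5′ end, 1.07 downstream and 0.945 upstream, so the direction at the 5′ end and upstream depends on the scaling. After division by input, coverage in the bin from 300 to 250 bp upstream was 0.861 in WT and 0.998 in *hyl1-2*. In the bin from 50 to 100 bp downstream it was 1.13 in WT and 1.18 in *hyl1-2*, and from 500 to 550 bp downstream it was 0.866 and 1.06. Taken locus by locus, the fold change from 200 to 1000 bp downstream was above 1.2 at 97 of 270 loci (35.9%, Wilson interval 30.4 to 41.8) and below 0.8 at 44 (16.3%, 12.4 to 21.2). Its median was 0.04 on the log2 scale (−0.04 to 0.14), an interval over loci that holds 0. Without input, the ratio of the median coverage over loci was 1.18 in the same region. It is a ratio of medians, whereas 0.04 is a median of ratios within loci, so input is not the only difference. Single genes departed from the median fold change. From 200 to 1000 bp downstream, the fold change was 7.31 (5.49 to 9.73) for *MIR167A* (AT3G22886, chromosome 3, 8108072 to 8108209) and 6.93 (5.29 to 9.07) for *MIR166A* (AT2G46685, chromosome 2, 19176108 to 19176277). The gene *MIR167A* had 128 reads in WT ChIP and 681 in *hyl1-2* ChIP over this region, with 155 and 180 reads in the inputs. For *MIR157A* (AT1G66783, chromosome 1, 24913202 to 24913299) the same region gave 0.729 (0.554 to 0.959). Of the 17 *MIR* genes that the paper names in its reporter and ChIP experiments, 10 were above 1.2 and 2 below 0.8 in this region, with a median fold change of 1.60.

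**Figure D2:**
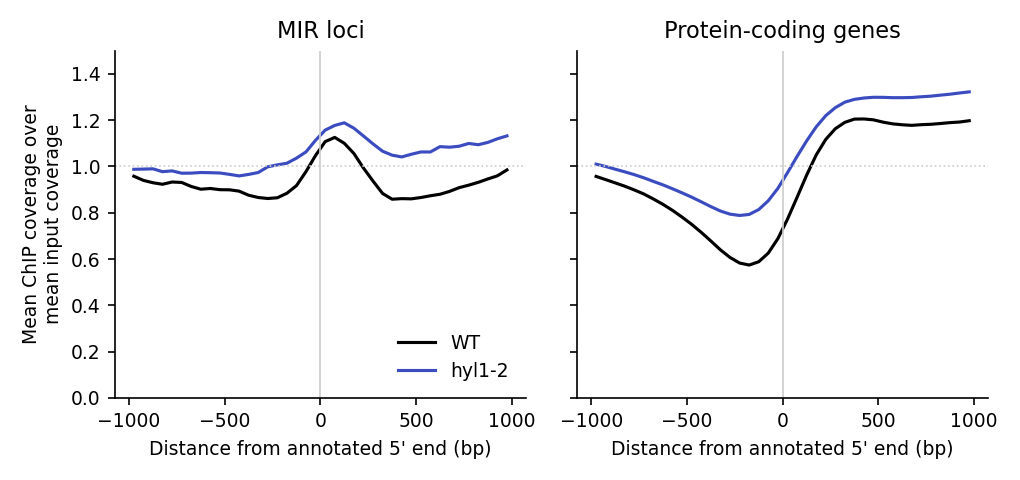
Mean ChIP coverage divided by mean input coverage (y axis) by distance from the annotated 5′ end in bp (x axis, bins of 50 bp) for 270 *MIR* loci (left) and protein-coding genes (right), in WT (black) and *hyl1-2* (blue). With reads scaled by library totals, which decides the direction at the 5′ end, the line of *hyl1-2* lies above that of WT at the *MIR* loci, at 1.18 and 1.13 from 50 to 100 bp downstream and at 1.06 and 0.866 from 500 to 550 bp downstream.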

The results show increased RNA Pol II occupancy in the region of the TSS as well as in the gene body of *MIR* genes in the *hyl1-2* mutant in comparison to WT plants (**Supplementary Fig. S4A**). Recently, similar to *hyl1-2* plants, the retention (increased level) of RNA Pol II in the gene body of *MIR* genes was also observed in PRP40, and it was demonstrated that PRP40 is involved in co-transcriptional processing of pri-miRNAs (Stepien et al. 2022). 

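*MIR393A* (AT2G39885) is annotated on the plus strand of chromosome 2 of TAIR10 from 16652101 to 16652233. Its promoter window, from 16651901 to 16652100, held 48 reads in WT ChIP, 50 in *hyl1-2* ChIP, 41 in WT input and 53 in *hyl1-2* input. Its fold change was 1.29 (0.73 to 2.27), and without division by input it was 1.3 (0.872 to 1.92), so the difference is smaller than the counting error. When a read was counted only where its midpoint lay in the window, the fold change was 2.66 (1.14 to 6.21). In the first 200 bp of the locus the fold change was 1.42 (0.849 to 2.39), and from 200 to 1000 bp downstream it was 1.03 (0.726 to 1.47). Coverage in RPM was higher in *hyl1-2* than in WT in 16 of 20 bins of 100 bp between 1000 bp upstream and 1000 bp downstream, and neighbouring bins share reads. The highest bin was 1.28 in WT, from 200 to 300 bp downstream, and 1.21 in *hyl1-2*, from 100 to 200 bp downstream.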

The ChIP-seq data also confirmed the results obtained for the *MIR*393A gene (**Supplementary Fig. S4B**). We also tested the possibility of HYL1 having a broader role in RNA Pol II transcription initiation. Using our ChIP-seq data, we analyzed 200 bp region upstream of the transcription initiation start of protein-coding genes. Analysis showed that around 60% of tested genes have higher RNA Pol II occupancy (**Supplementary Fig. S4C**). 

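Of 27444 protein-coding genes on the nuclear chromosomes, 26437 had enough reads in the promoter window. In *hyl1-2*, 15487 of these promoters were higher (58.6%, Wilson interval 58.0 to 59.2) and 3084 were lower (11.7%, 11.3 to 12.1). The median log2 fold change was 0.42 (0.40 to 0.43), with a median log2 ratio of ChIP to input of −0.94 in WT and −0.47 in *hyl1-2*. Counting error spreads fold changes by itself, and in 20 draws with no difference between the genotypes a mean of 24.4% of promoters came out higher and 20.5% lower. The 95% interval lay above 1 for 8149 promoters (30.8%) and below 1 for 706 (2.67%). Scaling on intergenic windows gave 49.4% higher and 18.7% lower, and asking for at least 50 reads in each library gave 44.8% higher and 13.5% lower. Other windows of the same genes gave smaller medians. In the first 200 bp of the genes the median log2 fold change was 0.23 (0.22 to 0.24), and from 200 to 1000 bp downstream it was −0.01 (−0.018 to −0.0046), with 30.3% of genes higher and 22.6% lower. From 1000 to 500 bp upstream the median was 0.09 (0.08 to 0.10). In 54558 intergenic windows of 200 bp, at least 1000 bp from any annotated gene, the median was −0.01, with 33.4% higher and 28.8% lower. Scaling on intergenic windows brought the promoter median to 0.25 and lowers each of the other medians by the same amount. The paper made the comparison at protein-coding promoters to test whether HYL1 has a broader role in RNA Pol II transcription initiation, and it states that most of the tested genes had higher occupancy.

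**Figure D3:**
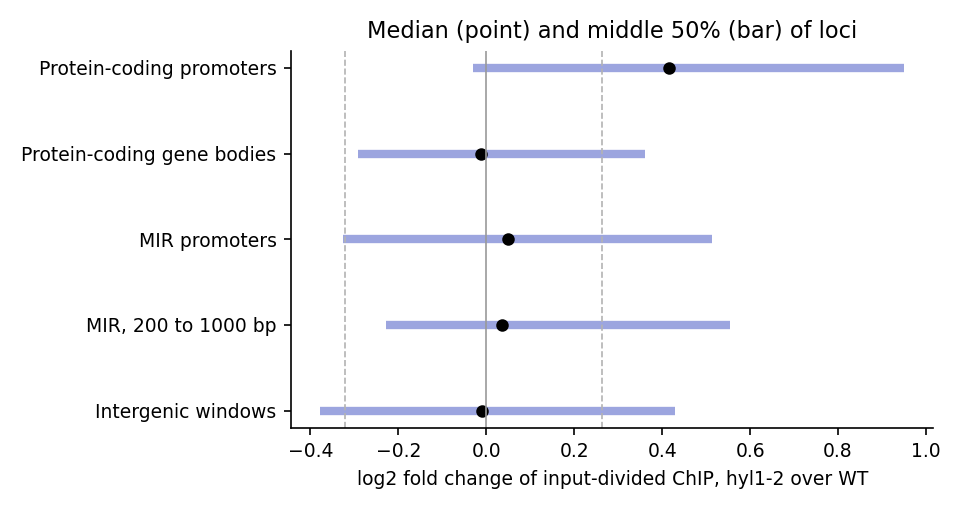
Log2 fold change of input-divided ChIP in *hyl1-2* over WT (x axis) for 5 kinds of window (y axis), with the median as a point and the middle 50% of loci as a bar. Dashed lines mark the thresholds of 1.2 and 0.8, and the median of protein-coding promoters, 0.42, lies to the right of the others.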

We next examined whether HYL1 binds to the promoter of *MIR* genes. We performed ChIP followed by qPCR, using an antibody against HA in the *hyl1-2* complementation line containing pHYL1:HYL1:HA and WT plants as a control. We examined the HYL1 distribution in detail in the *MIR393A* and *MIR393B* genes. We observed some enrichment of the tested fragments in the HYL1:HA complex (**Fig. 2E**). Moreover, we observed enrichment for the six tested *MIR* gene promoter in the region ∼200 bp upstream from the transcription initiation site in the HYL1:HA line (**Supplementary Fig. S5A**). In addition, we were curious if HYL1 can bind promoters of protein-coding genes. We randomly selected few genes (from the pool of 654 specifically downregulated genes in *hyl1-2* genes, as mentioned later) and tested if HYL1 can bind to the promoter regions of these genes. The results suggest that HYL1 can bind to promoter regions of the selected genes (**Supplementary Fig. S5B**). These results suggested that HYL1 is associated with *MIR* gene promoters, and this might suggest that HYL1 is a more general factor acting in transcription initiation of RNA Pol II.

### HYL1 affects the expression of many RNA Pol II genes

We were interested in whether HYL1 could also affect the transcription efficiency of other genes transcribed by RNA Pol II. To investigate this possibility, we analyzed publicly available transcriptomic data obtained from WT and *hyl1-2* mutant plants (Manavella et al. 2012). Theoretically, in the *hyl1-2* mutant, a generally low level of miRNAs should be accompanied by a general upregulation of miRNA targets. We found that the expression of 2,231 genes was affected in the *hyl1-2* mutant compared to WT plants. A total of 1,375 (∼60%) of the differentially expressed genes (DEGs) were downregulated in the *hyl1-2* mutant compared to WT plants. We then compared DEG expression between *hyl1-2* and WT with the transcriptomic data obtained for the most severe hypomorphic mutant of the *SE* gene, *se-3* and *dcl1-9* mutants. Our analysis showed that out of the 856 upregulated genes in *hyl1-2*, 438 (>50%) were also upregulated in *se-3* or *dcl1-*9 (**Fig. 3A**). Among the 1,375 downregulated genes in *hyl1-2*, 721 (>50%) were upregulated in *se-3* or *dcl1-*9 (**Fig. 3B**). We are aware that the gene regulatory cascade altered by the miRNA reduction can potentially lead to different outcomes in various miRNA biogenesis mutants. However, we were curious if we can find differentially regulated genes whose expression is HYL1-dependent and SE- and DCL1-independent. We found a large group of DEGs that are specifically downregulated in *hyl1-2* mutant plants (654 genes). 

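Of the genes downregulated only in *hyl1-2*, AT1G23390 and *RBCS1A* (AT1G67090), which the paper took from this pool for Supplementary Fig. S5B, were examined, and the rest of the list was not used here. AT1G23390, a Kelch repeat-containing F-box family gene, lies on the minus strand of chromosome 1 from 8308965 to 8310916. Its promoter window held 20 reads in WT ChIP, 38 in *hyl1-2* ChIP, 66 in WT input and 70 in *hyl1-2* input, a fold change of 2.86 (1.51 to 5.41). In its first 200 bp the fold change was 4.00 (2.34 to 6.85), and from 200 to 1000 bp downstream it was 4.10 (3.13 to 5.37) from 262 and 876 ChIP reads. *RBCS1A*, which encodes the ribulose bisphosphate carboxylase small chain 1A, lies on the minus strand of chromosome 1 from 25048158 to 25049667. With 19 reads in WT ChIP, 50 in *hyl1-2* ChIP, 34 in WT input and 44 in *hyl1-2* input, its promoter had a fold change of 3.25 (1.62 to 6.49). The first 200 bp gave 3.90 (2.25 to 6.77) and the region from 200 to 1000 bp downstream gave 3.70 (2.86 to 4.79). WT ChIP was below input in these windows of *RBCS1A*, with ratios of 0.263, 0.292 and 0.662, against 0.853, 1.14 and 2.45 in *hyl1-2*. A better immunoprecipitation in the *hyl1-2* library would raise both genes as well, and it cannot be told apart from more RNA Pol II with 1 library per genotype. A read of another member of the *RBCS* family can be assigned to *RBCS1A* where their sequences are alike.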

Analysis of our ChIP-seq data carried out in the *hyl1-2* mutant revealed that RNA Pol II occupancy on the TSS and gene body was markedly increased in the case of genes whose expression was downregulated only by HYL1 (pool of 654 genes) (**Supplementary Fig. S4D**). Gene ontology analysis showed that the proteins encoded by these genes function mostly in chloroplasts (**Fig. 3C**). Moreover, the largest group of genes showing downregulated expression in the *hyl1-2* mutant (∼60 genes) is involved in biological processes of ‘plastid organization’ (**Supplementary Fig. S6**), which suggest that HYL1 might be involved in light sensing and/or chloroplast development.

**Fig. 3:**
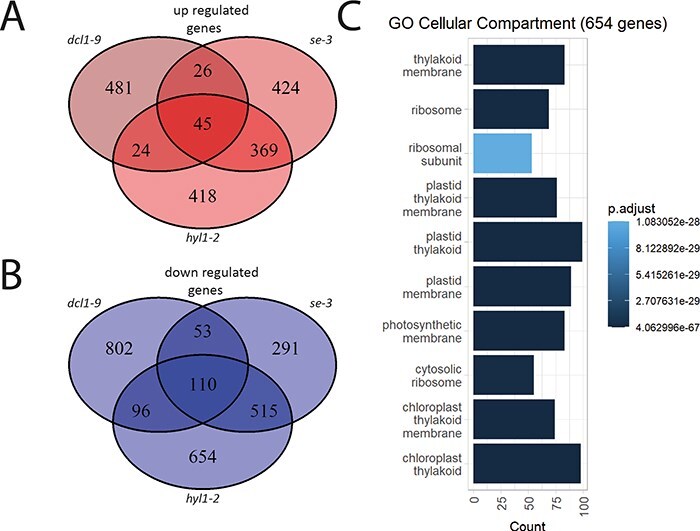
Downregulation of RNA Pol II transcripts in the HYL1 mutant. (A) A Venn diagram showing the overlap of significantly upregulated genes between *hyl1-2*, and *se-3* and *dcl1-9* mutants when compared to WT plants. (B) A Venn diagram showing the overlap of significantly downregulated genes between *hyl1-2*, and *se-3* and *dcl1-9* mutants when compared to WT plants. (C) Gene ontology analysis performed on 654 genes that are downregulated in the *hyl1-2* mutant and no change in the expression of *se-3* and *dcl1-*9 mutant plants.

### HYL1 is associated with RNA Pol II

The observation that HYL1 is required for proper transcription of the GUS gene under the *MIR393A* and *MIR393B* promoters and that lack of HYL1 affects RNA Pol II occupancy at *MIR* gene promoters prompted us to test the stage at which transcription is affected. We performed initially immunolocalization in fixed nuclei from WT plants and observed strong colocalization of HYL1 and total RNA Pol II (**Supplementary Fig. S7**). We used antibodies specific for serine 5 (Ser5) (transcription initiation) and serine 2 (Ser2) (transcription elongation) of the RNA Pol II CTD independently to further identify the transcription steps at which colocalization takes place. The results suggest that HYL1 is already associated with RNA Pol II at the transcription initiation stage (Ser5) and remains associated with RNA Pol II during the elongation step (Ser2). Since HYL1 is a part of the Microprocessor core complex, we considered the possibility that HYL1 is brought to RNA Pol II by another member of the Microprocessor. Recently, it was shown that SE and DCL1 are directly associated with specific regions of *Arabidopsis* chromatin (Fang et al. 2015, Speth et al. 2018). In addition, SE is involved in many processes associated with RNA metabolism, such as splicing, 3ʹ-end formation, RNA transport and RNA stabilization (Laubinger et al. 2008, Raczynska et al. 2014). To exclude the possibility of SE-mediated colocalization of HYL1 and RNA Pol II, we investigated the colocalization of HYL1 with RNA Pol II in the *se-2* mutant plants (**Supplementary Fig. S8**). Similar to our previous experiment, the results were obtained for total RNA Pol II and for RNA Pol II phosphorylated at Ser5 or Ser2. We did not observe any decrease in colocalization of HYL1 and RNA Pol II in the *se-2* mutant, showing that the association of HYL1 with RNA Pol II at least does not depend on full-length SE protein. Moreover, we performed proximity ligation assay (PLA) to see if HYL1 can interact with RNA Pol II in WT, *se-2* and homozygous *dcl1-7* mutants. In all tested plant backgrounds, we observed positive signals, which indicates that the HYL1 interaction with RNA Pol II does not depend on DCL1 or SE protein (**Fig. 4A**, **Supplementary Fig. S9**). To validate the PLA results, we used WT, as a negative control, and pHYL1:HYL1:HA plants for co-IP experiments followed by Western blot analysis. The results show that the largest subunit of RNA Pol II (phosphorylated at Ser2 of the CTD domain) can be immunoprecipitated with HYL1 protein (**Fig. 4B**). To further characterize the interaction, we used the Fluorescence Resonance Energy Transfer coupled with Fluorescence Lifetime Imaging Microscopy approach. We transiently expressed HYL1 fused with the Red fluorescent protein and CTD domain of RNA Pol II (with NLS) fused with GFP in *Arabidopsis* cells (**Supplementary Fig. S10**). The interaction between PRP40A with CTD was used as a positive control, and Zinc finger CCHC domain-containing protein 8 (ZCCH8) acted as a negative control (Bajczyk et al. 2020, Stepien et al. 2022). However, in this experiment, we did not observe the interaction between HYL1 and CTD. This might suggest that the HYL1 interaction with RNA Pol II does not depend solely on the CTD domain and/or the interaction requires post-translational modifications of the CTD-like phosphorylation of Ser2.

**Fig. 4:**
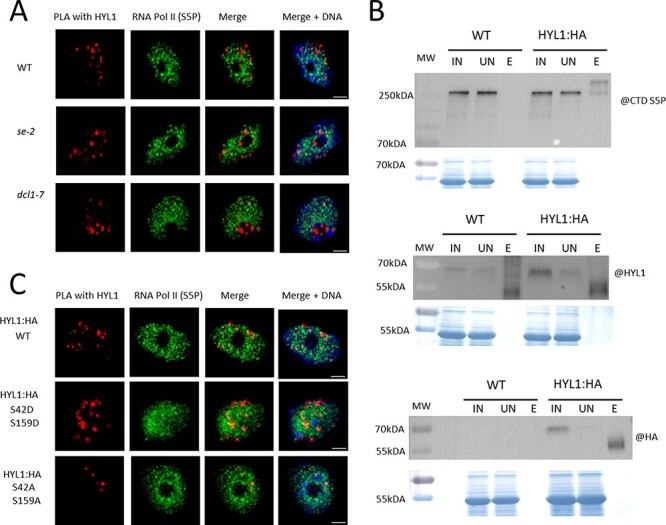
The interaction between HYL1 and RNA Pol II investigated by PLA and co-IP experiments. (A) Positive PLA signals (spots in the first column) can be seen in WT and se-2 and dcl1-7 backgrounds. RNA Pol II is represented in green. DNA is stained with Hoechst (blue). (B) Phosphorylated Ser2 of CTD can be detected by immunoprecipitation of HYL1 followed by Western blot. MW, a molecular weight marker; IN, an input fraction of proteins before the immunoprecipitation; UN, an unbound fraction of the proteins after the incubation with the indicated antibodies; E, a fraction of proteins eluted from the beads. The bottom panels represent amido black staining as a loading control. (C) Positive PLA signals can be seen mostly in cells expressing the native HYL1 (WT) and phosphomimickry HYL1 (S42D S159D) versions.

From previous studies, it was known that HYL1 undergoes post-translational modifications, which affects its function and cellular localization (Manavella et al. 2012, Achkar et al. 2018). Dephosphorylated HYL1 is an active form of protein in pri-miRNA processing, and phosphorylated HYL1 (especially at serine 42) cannot interact with RNA and is mainly localized in the nucleus. Based on these results, we were wondering if the phosphorylation status of HYL1 could be a factor that distinguishes its roles in transcription and in the processing of pri-miRNAs. To test our hypothesis, we used transgenic lines expressing HYL1 where two serines (S42 and S159), the most important for the HYL1 function, were mutated to alanines (pHYL1:HYL1:AA:HA) or aspartic acids (pHYL1:HYL1:DD:HA). Mutations to alanines should mimic dephosphorylated HYL1 and to phosphorylated aspartic acids. We perform PLA experiments to see if HYL1 can interact with RNA Pol II and to test if this interaction depends on the phosphorylation status of HYL1. In plants expressing WT and phosphomimicry of HYL1, we observed many positive signals, which indicates that HYL1 interacts with RNA Pol II and diminished signal in cells expressing dephosphorylated HYL1 (**Fig. 4C**, **Supplementary Fig. S9**).

## Discussion

The HYL1 protein plays a major role in the processing of pri-miRNAs, facilitating the recruitment of DCL1 to the pre-miR stem-loop structure. It was also reported that in the *A. thaliana hyl1-2* mutant, in the case of intron-containing *MIR* genes, both forms of pri-miRNA (before and after splicing) accumulate at high levels, suggesting that the lack of the HYL1 protein affects the splicing of primary miRNA transcripts (Szarzynska et al. 2009). Therefore, it seems that HYL1 may play additional roles in miRNA biogenesis. It appears that the recruitment of HYL1 to the miRNA biogenesis machinery takes place at the very early stages of pri-miRNA processing, possibly before splicing occurs. For protein-coding genes, a direct connection between gene transcription and further co- and post-transcriptional processing, including splicing of nascent pre-mRNAs, has been shown (Bauren and Wieslander 1994, Li et al. 2020). To our knowledge, all plant *MIR* genes analyzed to date are transcribed by RNA Pol II (Xie et al. 2005). In addition, similar to pre-mRNAs, primary transcripts of *MIR* genes undergo further processing, including cap structure formation, polyadenylation, splicing and m^6^A methylation (Xie et al. 2005, Bielewicz et al. 2013, Schwab et al. 2013, Knop et al. 2017, Bhat et al. 2020).

The results presented in this paper show that a GUS reporter under the control of an *MIR* gene promoter is expressed at a lower level in the absence of HYL1 (*hyl1-2* and *hyl1-2/dcl1-13* background). Moreover, the evaluation of the occupancy of RNA Pol II on *MIR* genes in *hyl1-2* showed an accumulation of total RNA Pol II in the region ∼200-bp upstream of the transcription initiation site. This phenomenon was observed in the case of *MIR393A* and *MIR393B*, as well as *MIR159A, MIR163, MIR166A, MIR170* and *MIR775A*. While the distribution of RNA Pol II in a variety of complex genomes is correlated with gene expression, the presence of RNA Pol II at a specific locus does not necessarily indicate active expression of this locus. The higher occupancy of RNA Pol II in the analyzed *MIR* promoter regions, combined with results from the GUS reporter assays, suggests that HYL1 is a positive factor of RNA Pol II transcription. This suggestion is supported by the results showing that HYL1 is associated with total RNA Pol II and that the association does not depend on DCL1 and SE proteins. It is known that the phosphorylation status of the CTD of RNA Pol II is very important in transcription (Komarnitsky et al. 2000), and the interplay between kinases and phosphatases acting on RNA Pol II modifies gene expression. One of the proteins that are able to dephosphorylate the CTD of RNA Pol II at the Ser5 residue is a protein phosphatase called CPL1 (Koiwa et al. 2004). Similarly, it was reported that the phosphorylation status of HYL1 is also important in miRNA biogenesis (Mendoza et al. 2005, Manavella et al. 2012, Raghuram et al. 2015, Su et al. 2017, Yan et al. 2017, Achkar et al. 2018, Bhagat et al. 2022). It was shown that the HYL1 protein needs to be dephosphorylated for optimal activity, and this activity is also maintained by the CPL1 protein. Fully phosphorylated HYL1 that is exclusively localized in the nucleus is not active in pri-miRNA processing; however, it continues to participate in the transcription of *MIR* genes. More importantly, the phosphorylation status of HYL1 could be a factor that distinguishes its roles in transcription and in the processing of pri-miRNAs. An alternative model suggests that the C-terminal region of HYL1, which displays a tendency to bind dsDNA, may interact with chromatin (Bhagat et al. 2018). We also observed that HYL1 interacts with transcriptional factors whose role is not limited to the regulation of *MIR* genes. For example, TPR1, the transcriptional corepressor that belongs to the TOPLESS gene family, binds to the promoter region of the selected protein-coding genes to decrease their expression (Zhu et al. 2010). We observed that the expression of these selected protein-coding genes was mostly downregulated (9 of 12 examples) in the *hyl1-2* mutant plants. This observation suggests that the interaction between HYL1 and TPR1 may inhibit the activity of the TPR1 protein. Taking into account that the expression of 1531 genes is downregulated in *hyl1-2* mutant plants, it is possible that the interaction of HYL1 with another TOPLESS family member can influence the expression of different sets of genes. Moreover, TPR1 is also an interesting example that connects the transcriptional regulation of protein-coding genes and the *MIR* genes. It was shown that in plants that overexpress the TPR1 protein, the level of pri-miRNAs is downregulated in comparison to that in WT plants (Cai et al. 2018). Our data present new possibilities regarding HYL1’s role in plant cells. Recently, in co-IP experiments performed in HYL1-Yellow fluorescent protein plants, Hou et al. found that HYL1 interacts with histone proteins and also with the U2 snRNP component, which supports our hypothesis that HYL1 is involved in the early steps of transcription (Hou et al. 2021). Moreover, the authors discovered that HYL1 interacts with many chloroplast important proteins, supporting the idea that HYL1 is involved in light sensing and/or chloroplast development. It is known that light is an important factor for HYL1 maintenance in the cell (Cho et al. 2014). At night, HYL1 is degraded by HYL1-CLEAVAGE SUBTILASE 1 protease, which results in the downregulation of mature miRNA levels (Jung et al. 2022). However, our analysis suggests that HYL1 may be involved in the plant response to light independent of its role in the miRNA pathway. Our data regarding the roles of HYL1 other than those in miRNA biogenesis are further supported by a recently published work that uncovered a novel function of HYL1 related to skotomorphogenesis (Sacnun et al. 2020). However, more work is needed to propose a detailed mechanism of how HYL1 affects transcription.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* ecotype Col-0 plants were grown as WT plants, the insertion mutant SALK_064863 was grown as a knock-out mutant of HYL1 (*hyl1-2*), the insertion mutant SALK_049197 was grown as a knock-out mutant of HEN1 (*hen1-5*) and the insertion mutant SAIL_44_G12 was grown as a knock-out mutant of *se-2.* RNA-seq data also include expression data from the *se-3* mutant, which was the T-DNA insertion mutant SALK_083196 (Grigg et al. 2005). The *pMIR393A:GUS* and *pMIR393B:GUS* reporter lines that were used in this study were described previously (Parry et al. 2009). The *hyl1-2 dcl1-13/DCL1*, p*HYL1:HYL1:HA*, p*HYL1:HYL1:AA:HA* and p*HYL1:HYL1:DD:HA* transgenic lines were obtained by floral dip transformation of *hyl1-2* mutant plants (CLOUGH and BENT 1998). Genomic sequences of *DCL1* and *HYL1* with an ∼2-kb promoter region were cloned into the pENTR-D-TOPO vector (Invitrogen, Carlsbad, CA, USA). Next, site-directed mutagenesis was performed to introduce the *DCL1-13* point mutation and mutations in codons for S42 and S159 of HYL1. Finally, the LR reaction from the Gateway cloning system was used to subclone the *DCL1-13* and *HYL1* sequences into the pEarlyGate301 plasmid followed by *Agrobacterium* transformation (Earley et al. 2006). The pMIR157A:GUS, pMIR157C:GUS, pMIR161:GUS and pMIR163:GUS transgenic lines were obtained by floral dip transformation of WT plants (CLOUGH and BENT 1998). Regions ∼2 kb upstream from known TSS were cloned into the pENTR-D-TOPO vector (Invitrogen). Next, the Gateway cloning system was used to subclone promoter sequences into the pMDC163 plasmid followed by *Agrobacterium* transformation (Curtis and Grossniklaus 2003).

*Arabidopsis* plants were grown in soil (Jiffy-7 42 mm; Jiffy Products International AS, Stange, Norway) or on half-strength Murashige & Skoog (MS) medium with 0.8% agar square plates in growth chambers (Sanyo/Panasonic, no. MLR351, Japan) that had a day length of 16 h (150–200 µE/m^2^s), a constant temperature of 22°C and a humidity of 70%. Seeds were sterilized before sowing in 10% sodium hypochlorite in 70% EtOH solution.

### GUS staining for reporter line analysis

Fourteen-day-old *Arabidopsis* seedlings grown in half-strength MS medium were incubated in a staining solution containing 1 mM X-Gluc in 100 mM Na_3_PO_4_ (pH 7.2), 0.1% Triton X-100, 5 mM K_3_Fe(CN)_6_ and 5 mM K_4_Fe(CN)_6_ for 24 h at 37°C. Seedlings were then cleared in 70% ethanol for 2 d and mounted in 50% v/v glycerol before observation. After GUS staining, images were taken using a Leica M60 stereomicroscope.

### RNA isolation, cDNA synthesis and qPCR

Total RNA from 3-week-old or 14-day-old plants was isolated using TRIzol™ reagent (Invitrogen) and a Direct-zol RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA). The RNA was then cleaned with Turbo™ DNase (Invitrogen) according to the provided protocol. Reverse transcription reactions were performed with SuperScript™ III Reverse Transcriptase (Invitrogen) and the oligo-dT primer. qPCR was performed with Power SYBR™ Green PCR Master Mix (Applied Biosystems) using a QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems, Waltham, MA, USA). The expression levels were calculated using the 2^−ΔΔCt^ method. The Mann–Whitney *U* test was used for statistical analyses.

### Chromatin immunoprecipitation

ChIP was performed using nuclei isolated from crosslinked (1% formaldehyde) 21-day-old leaves, as described in Bowler et al. (2004), with minor modifications. Sonic and IP buffers were prepared as described in Kaufmann et al. (2010). Chromatin was sonicated at 4°C with a Diagenode Bioruptor Plus at high intensity for 30 min (30 s on/30 s off) to obtain a 200- to 300-bp DNA fragment size. Antibodies against total RNA Pol II (Abcam ab817) or HA antibodies were used with Dynabeads Protein G (Thermo Fisher Scientific, Waltham, MA, USA). Protein–DNA complexes were eluted from the beads as described in Rowley et al. (2013), and DNA was purified using a column-based method. DNA libraries were obtained using a MicroPlex Library Preparation Kit (Diagenode) and sequenced on a HiSeq HO 125 SE (Fasteris Plan-les-Ouates, Switzerland). qPCR was performed with Power SYBR™ Green PCR Master Mix (Applied Biosystems) using a QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems).

### Analysis of ChIP-seq data

Raw reads were trimmed to 50 bp and aligned to the *Arabidopsis* genome (TAIR10) using Bowtie (with parameters −M1 −*n*2) (Langmead et al. 2009). Duplicate reads were removed by SAMtools (Li et al. 2009). The remaining sequences were extended to 200 bp according to the ChIP fragment length. 

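In the deposited intervals, reads of both ChIP libraries had a length of 200 bp and those of both input libraries were shorter, apart from intervals that ended at the end of a chromosome. The shortest of the latter were 50 bp in the inputs and 75 bp in the ChIP libraries, the length of an aligned read, so that the same length had been added to each read. All shortened intervals, 584 in WT input and 622 in WT ChIP for example, lay at the upper end of a chromosome, on both strands, so reads of either strand had been extended towards higher coordinates. In each library, 0 reads shared position and strand with another read. Reads with a mapping quality of 0, which Bowtie gives to a read with several places in the genome, made up 14.4% of WT input, 14.3% of *hyl1-2* input, 14.5% of WT ChIP and 11.9% of *hyl1-2* ChIP. The share of reads on the chloroplast genome was 1.56%, 1.29%, 0.403% and 0.870% in the same order.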

Plots of RNA Pol II distribution were made using ngs.plot.r software (Shen et al. 2014). Genomic coordinates of *MIR* genes were taken from the mirEX 2.0 database (Zielezinski et al. 2015).

### PLA and *in situ* immunolocalization of HYL1 and RNA Pol II

The double immunodetection experiments were performed according to the protocol described in Bhat et al. (2020). For HYL1 localization, primary rabbit antibodies (Agrisera, Vannas, Sweden, no. AS06 136) diluted in 1:200 were used. After the double labeling assay, the slides were stained for DNA detection with Hoechst 33342 (Life Technolgies, Waltham, MA, USA) and mounted in ProLong Gold antifade reagent (Life Technologies).

### Coimmunoprecipitation assay followed by mass spectrometry

For each co-IP, nuclear extract was prepared as described earlier. Proteins were extracted from nuclear pellets by resuspending the pellets in nuclear lysis buffer [10% sucrose, 100 mM Tris-HCl (pH 7.5), 5 mM EDTA, 5 mM EGTA, 300 mM NaCl, 0.75% Triton X-100, 0.15% sodium dodecyl sulfate (SDS), 1 mM dithiothreitol (DTT) and 1× cOmplete™ EDTA-free protease inhibitor (Roche)] and sonicating for two cycles × 30 s on/30 s off using a Bioruptor® Plus (Diagenode, Seraing, Belgium). After removal of cell debris by centrifugation (5 min, 16,000×*g*, 4°C), the cleared supernatants were diluted one time using water containing 1× cOmplete™ EDTA-free protease inhibitor (Roche). Protein extract was incubated overnight with anti-HA antibodies (Roche). After overnight incubation, Dynabeads with protein G were added, and samples were incubated for 1 h. After incubation, beads were washed two times with low-salt buffer [20 mM Tris-HCl (pH 8), 2 mM EDTA, 150 mM NaCl, 1% Triton X-100 and 0.1% SDS], one time with high-salt buffer [20 mM Tris-HCl (pH 8), 2 mM EDTA, 500 mM NaCl, 1% Triton X-100 and 0.1% SDS], one time with LiCl buffer [10 mM Tris-HCl (pH 8), 1 mM EDTA, 250 mM LiCl, 1% NP40, 0.1% SDS and 1% sodium deoxycholate] and two times with TE [100 mM Tris-HCl (pH 8) and 1 mM EDTA]. Beads containing proteins were analyzed by mass spectrometry. Control IPs were performed in Col-0 using anti-HA antibodies.

Mass spectrometry analyses were performed by Institute of Biochemistry and Biophysics Polish Academy of Sciences, Warsaw, Poland. Magnetic beads containing proteins were suspended in 100 mM ammonium bicarbonate buffer, reduced using 100 mM DTT for 30 min at 57°C and alkylated in 50 mM iodoacetamide for 45 min at RT in the dark. In the next step, proteins were digested overnight using 100 ng/µl trypsin (Promega, Madison, WI, USA) at 37°C. Peptide mixtures were separated using a Nano-Ultra Performance liquid chromatograph coupled to an Orbitrap Velos mass spectrometer (Thermo Fisher Scientific). Peptides were identified with the Mascot algorithm (Matrix Science, London, UK) and searched against the TAIR10 database. The total number of MS/MS fragmentation spectra was used to quantify each protein from at least three independent biological replicates. Biological replicates consisted of plants of the same genotype grown on different dates and in different growth chambers. For the statistical analysis, we compared the data from three independent experiments for pHYL1:HYL1:HA. Statistical analysis was performed with the DESeq2 R package (Love et al. 2014).

### Coimmunoprecipitation assay followed by Western blot analysis

Crude protein extract was prepared from 0.5 g of ground tissue obtained from 14-day-old seedling. Proteins were extracted with lysis buffer [50 mM Tris-HCl (pH 8), 50 mM NaCl, 1% Triton X-100, 10 µM MG132 and 1× Protease Inhibitor Cocktail (Sigma P9599)]. After removal of cell debris by centrifugation (10 min, 16,000×*g*, 4°C), the cleared supernatant was used for IP using the µMACS HA Isolation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany, no. 130-091-122) according to the manufacturer protocol. Anti-HA beads (150 µl) were used per IP. Proteins were detected by Western blot analyses with rabbit antibodies (Agrisera, AS06 136) diluted to 1:2,000 for HYL1, monoclonal mouse (Abcam, ab5408) diluted to 1:500 for RNA Pol II CTD repeat YSPTSPS (phospho S5) and monoclonal rat (Roche, no. 11867423001) diluted to 1:1,000 for HA epitope.

### Analysis of RNA-seq data

RNA-seq data from WT, *hyl1-2* and *se-3* were downloaded from a published dataset under the accession number ERP001616 (Manavella et al. 2012). RNA-seq data from *dcl1-9* and WT were downloaded from Wu et al. (2016). Raw reads were trimmed (first 20 nucleotides) with FASTX-Toolkit, adapters were removed using Trimmomatic and rRNA sequences were removed with Bowtie (Langmead et al. 2009, Bolger et al. 2014). Clean reads were aligned to the *Arabidopsis* TAIR10 reference genome using HISAT2 (Kim et al. 2015). The overall alignment rate was 98–99% for each sample. Next, the prepDE.py script was used to extract count information from the StringTie output, and the DESeq2 R package was used to find DEGs (Love et al. 2014). Gene ontology was performed using the clusterProfiler R package (Yu et al. 2012).

## Supplementary Material

pcad032_Supp

## Data Availability

The analyzed RNA-seq data were derived from sources in the European Nucleotide Archive repository under the accession number ERP001616 and in the National Center for Biotechnology Information (NCBI) Sequence Read Archive under the accession number SRP080774. The ChIP-seq data are deposited in the Gene Expression Omnibus under the accession number GSE222683. The generated mutants analyzed in this article will be shared on request to the corresponding author.

# Supplementary material for: Hyponastic Leaves 1 Interacts with RNA Pol II to Ensure Proper Transcription of MicroRNA Genes
**Source:** Plant Cell Physiol. 2023 Apr 11;64(6):571–82. doi: 10.1093/pcp/pcad032
**Supplement:** pcad032_Supp

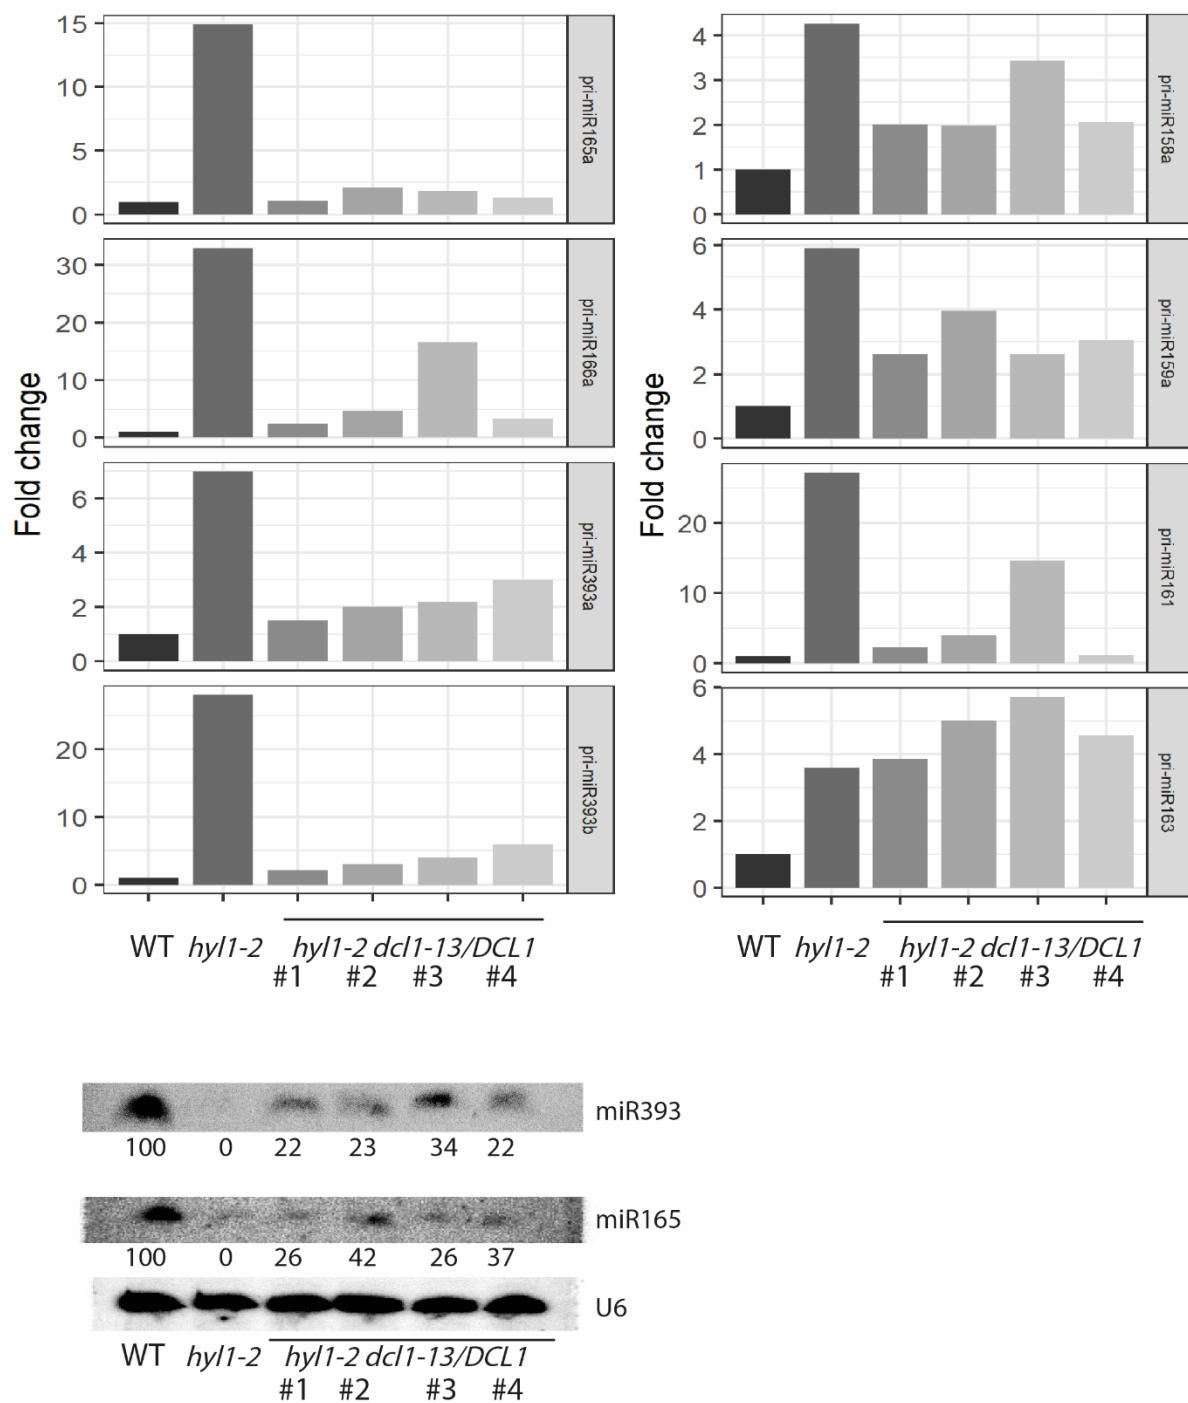

**Figure S1. Characterization of *hyl1-2 dcl1-13/DCL1* plants.** Upper panel: RT-qPCR analysis of 8 pri-miRNA levels in wild type, *hyl1-2* and plants from four independent *hyl1-2 dcl1-13/DCL1* transgenic lines (left). Bottom panel: Northern blot analysis of mature microRNA levels in wild type, *hyl1-2* and plants from four independent *hyl1-2 dcl1-13/DCL1* transgenic lines (right). U6 hybridization served as a positive control for northern blot hybridization

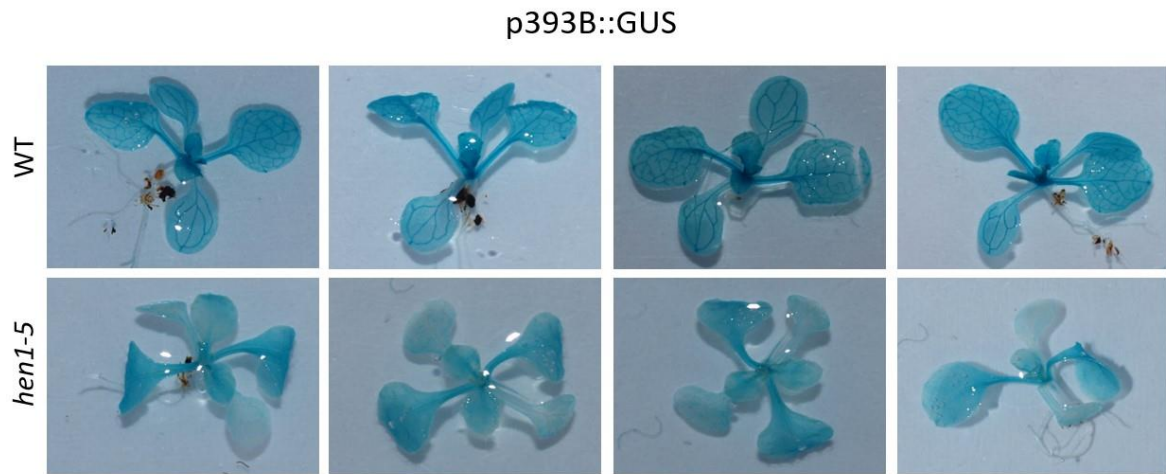

**Figure S2.** GUS staining of seedlings representing reporter p393b::GUS line in wild-type (top) and *hen1-5* (bottom).

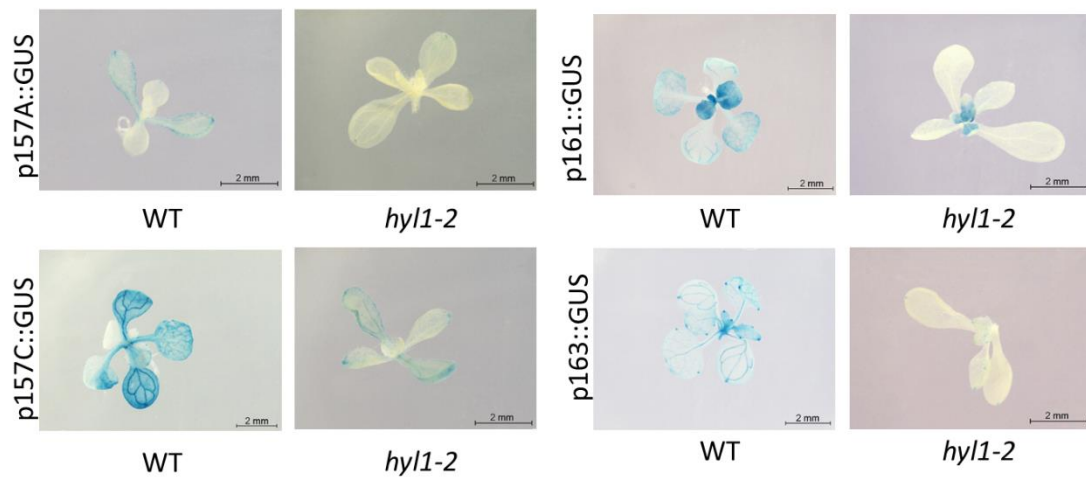

**Figure S3.** GUS staining of seedlings representing pMIR157A, pMIR157C, pMIR161 and pMIR163 reporter lines in wild-type and *hyl1-2*.

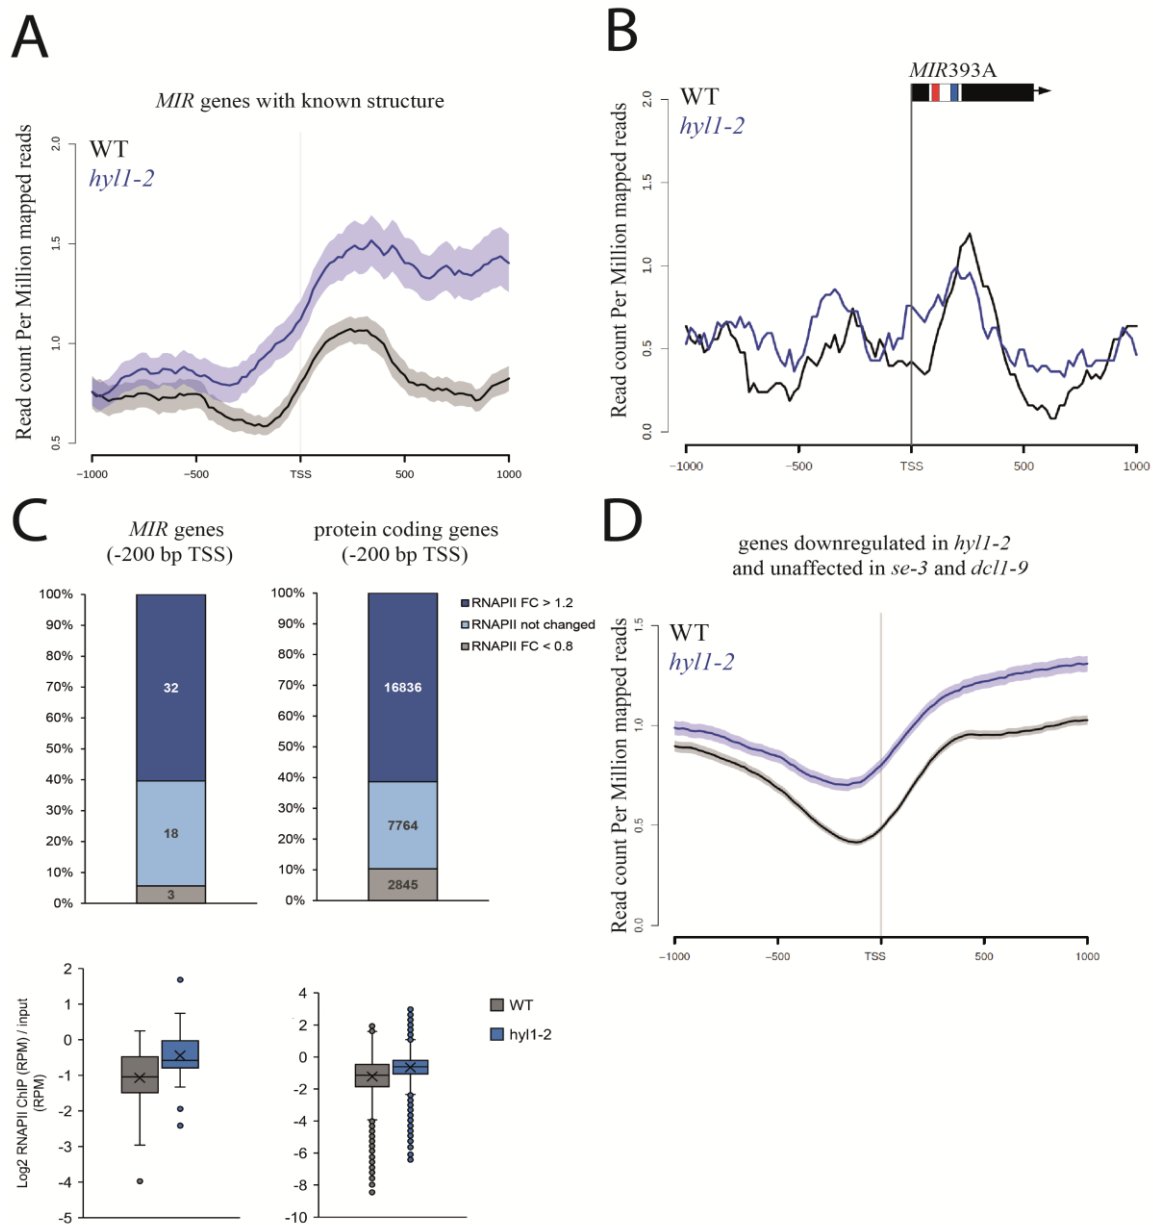

**Figure S4. HYL1 is important for proper distribution of RNA Polymerase II along the *MIR393A* gene, and RNA Polymerase II distribution in *hyl1-2* is affected for *MIR* genes and protein coding genes. **A)** Accumulation of RNA Pol II in wild-type plants (black lines) and *hyl1-2* mutant plants (blue lines) for *MIR* genes with known structures **B)** Accumulation of RNA Pol II in wild-type plants (black lines) and *hyl1-2* mutant plants (blue lines) for the *MIR393A* gene, as determined by ChIP-seq. TSS, transcription start site. **C)** Comparison of RNA Polymerase II distribution at the region 200 bp upstream of transcription start site of *MIR* genes or protein coding genes. FC, fold change. RPM, reads per million. **D)** Accumulation of RNA Pol II in wild-type plants (black lines) and *hyl1-2* mutant plants (blue lines) for genes downregulated only in *hyl1-2* mutant plants (654 genes).**

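For *MIR* promoters, the ratio of ChIP to input was compared in the same way as for protein-coding promoters. At the 268 tested *MIR* promoters, 101 fold changes were above 1.2 (37.7%, Wilson interval 32.1 to 43.6) and 69 were below 0.8 (25.7%, 20.9 to 31.3). Draws with no difference between the genotypes gave 22.0% above and 17.4% below. The 95% interval lay above 1 at 46 loci (17.2%) and below 1 at 22 (8.21%). The median log2 fold change was 0.05 (−0.03 to 0.16), with a median log2 ratio of ChIP to input of −0.25 in WT and −0.12 in *hyl1-2*. Scaled on intergenic windows, 28.0% were above 1.2 and 36.2% below 0.8, and the median was −0.12 (−0.20 to −0.0091). The correction for GC content instead gave a median of 0.14 (0.07 to 0.22). Among 10000 random lists of 268 protein-coding promoters matched on ChIP level, 66 had a median below that of the *MIR* promoters (percentile 0.66), and 95% of the list medians lay between 0.07 and 0.27. This percentile describes these libraries only. Among loci with at least 50 reads in each library, the highest promoter fold changes were 3.64 (2.36 to 5.61) for *MIR159a*, 3.39 (2.11 to 5.44) for *MIR159b* and 3.32 (2.14 to 5.15) for *MIR398b*. The lowest were 0.477 (0.327 to 0.697) for *MIR854c*, 0.496 (0.324 to 0.76) for *MIR8178* and 0.58 (0.37 to 0.907) for *MIR395b*. The minimum of 50 reads leaves out more extreme loci. Examples are *MIR8166* with 14.9 (8.17 to 27.2) from 20 reads in WT ChIP, *MIR847* with 6.89 (4.29 to 11.1) and *MIR8168* with 0.475 (0.271 to 0.832).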

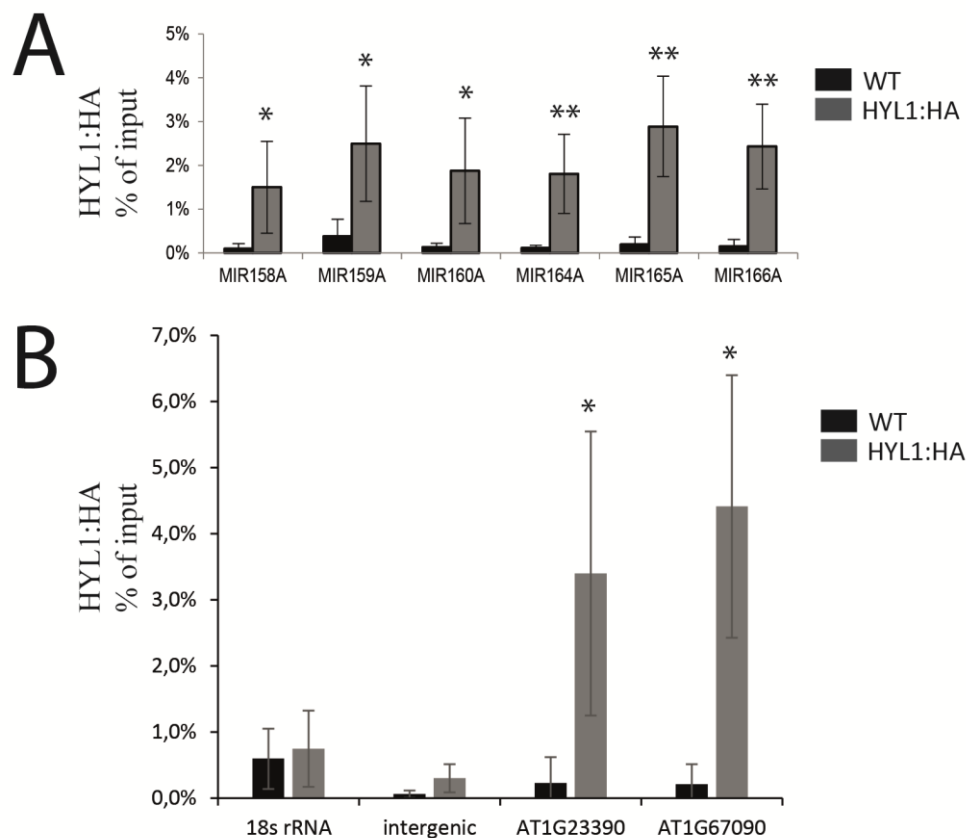

**Figure S5. HYL1 is associated with chromatin.** ChIP-qPCR analyses of HYL1 accumulation at the region 200 bp upstream of transcription start site of *MIR* genes (A) or protein coding genes (B). An asterisk represents the statistically significant enrichment of HYL1 in HYL1:HA compared to wild-type plants (WT).

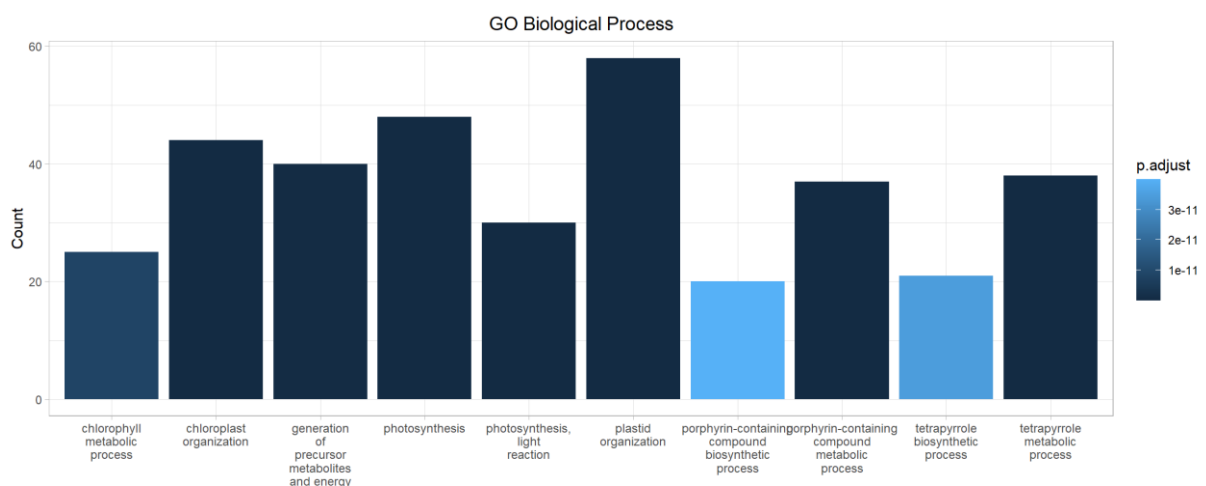

**Figure S6. Genes showing downregulated expression in the *hyl1-2* mutant are involved in biological processes of 'plastid organization'.** Gene ontology analysis of genes downregulated in the *hyl1-2* mutant in comparison to wild-type plants (group of 654 genes as in Figure 3C).

A

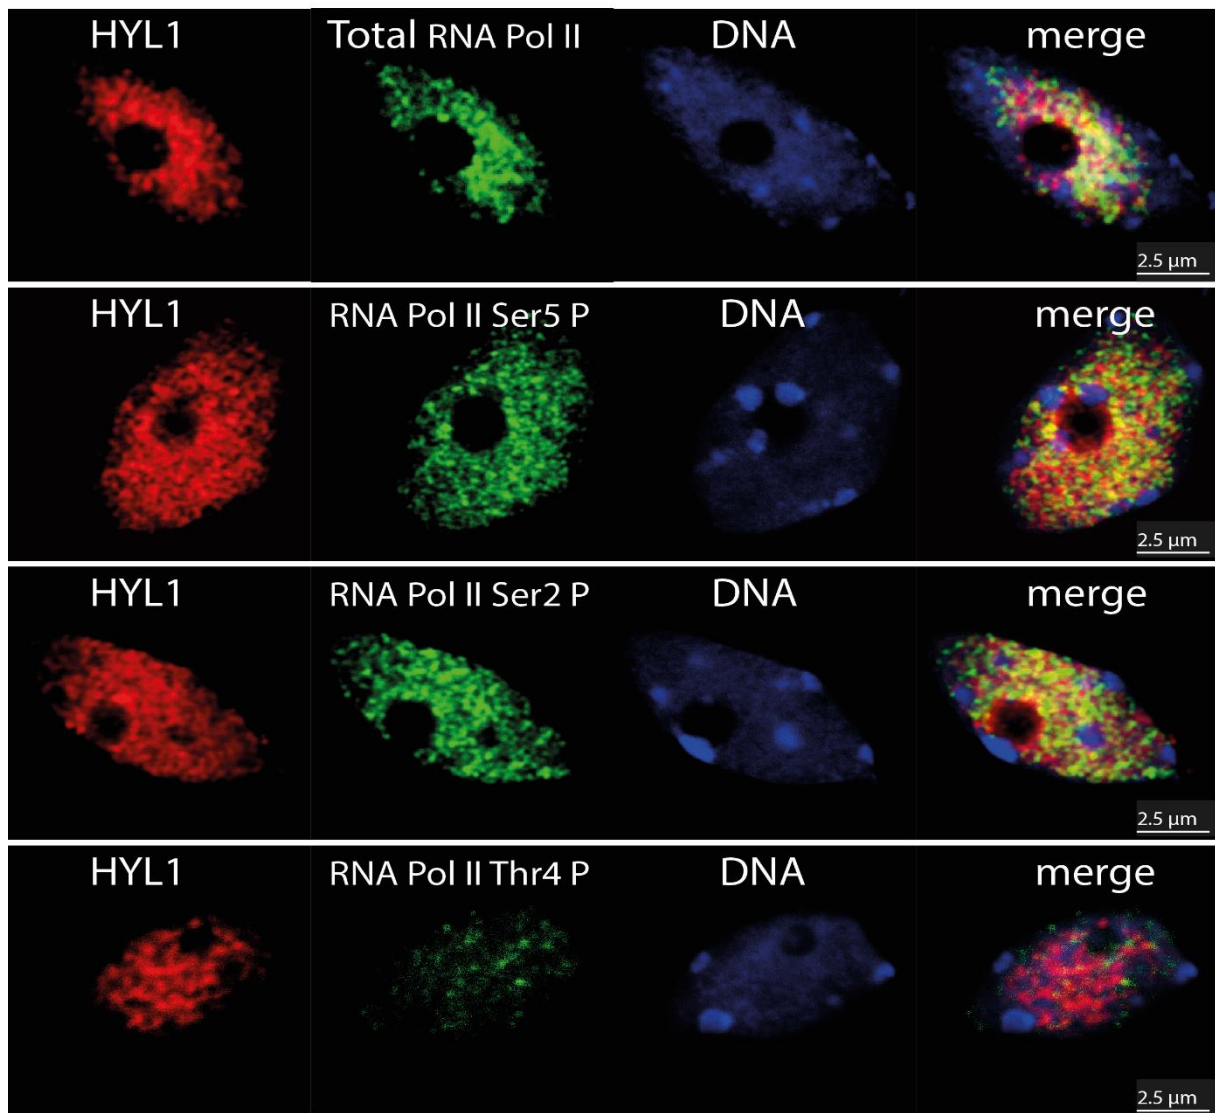

B

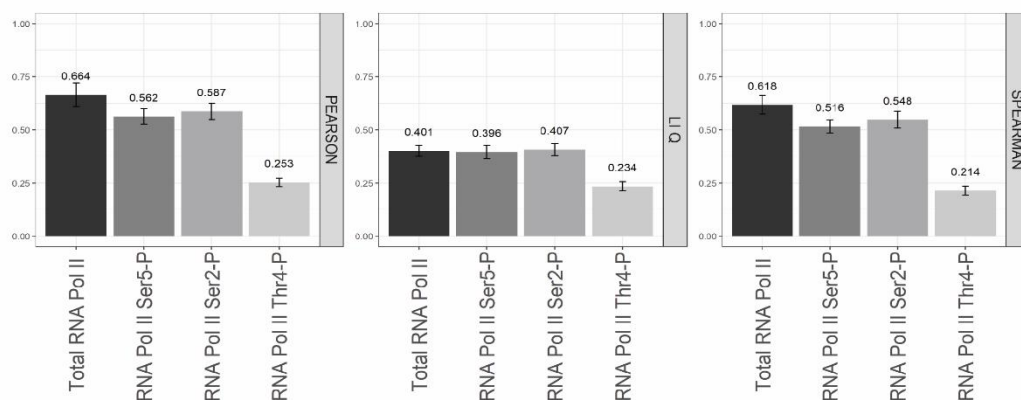

**Figure S7. HYL1 colocalizes with RNA Polymerase II in wild-type plants. A)** Nuclei from fixed cells, where HYL1 is shown in red, RNA Pol II in green and DNA in blue. The merged column shows all 3 channels. **B)** Colocalization scores of HYL1 and RNA Pol II calculated by three different approaches (Pearson, Spearman and LiQ).

A

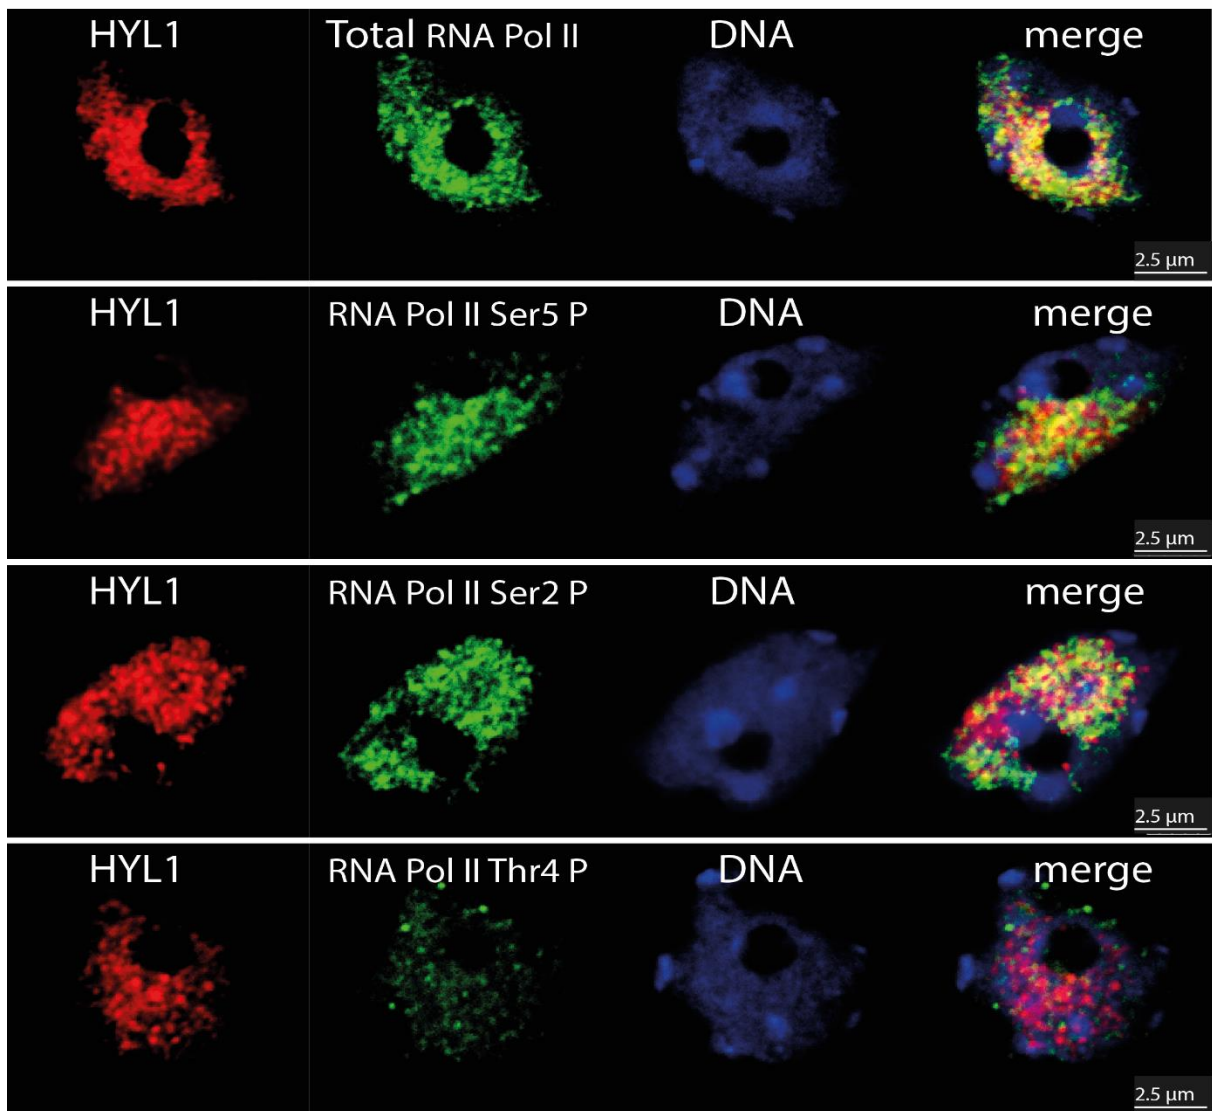

B

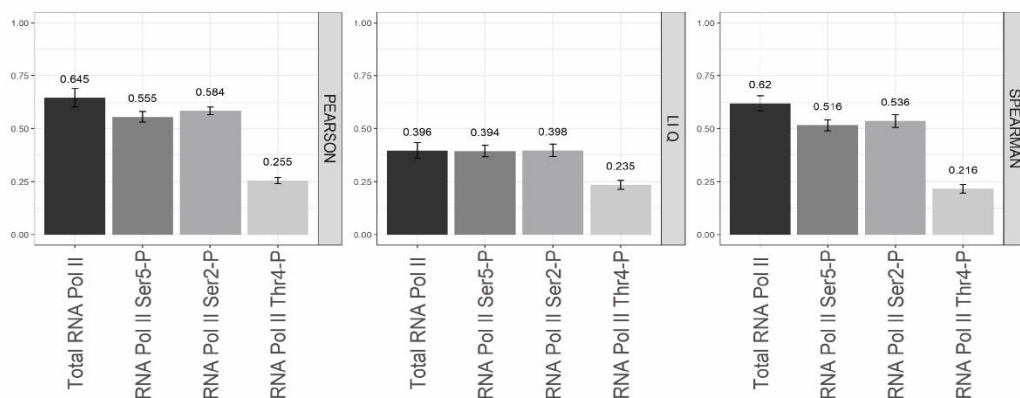

**Figure S8. HYL1 colocalizes with RNA Polymerase II in *se-2* mutant plants. A)** Nuclei from fixed cells, where HYL1 is shown in red, RNA Pol II in green and DNA in blue. The merged column shows all 3 channels. **A)** Colocalization scores of HYL1 and RNA Pol II calculated by three different approaches (Pearson, Spearman and LiQ).

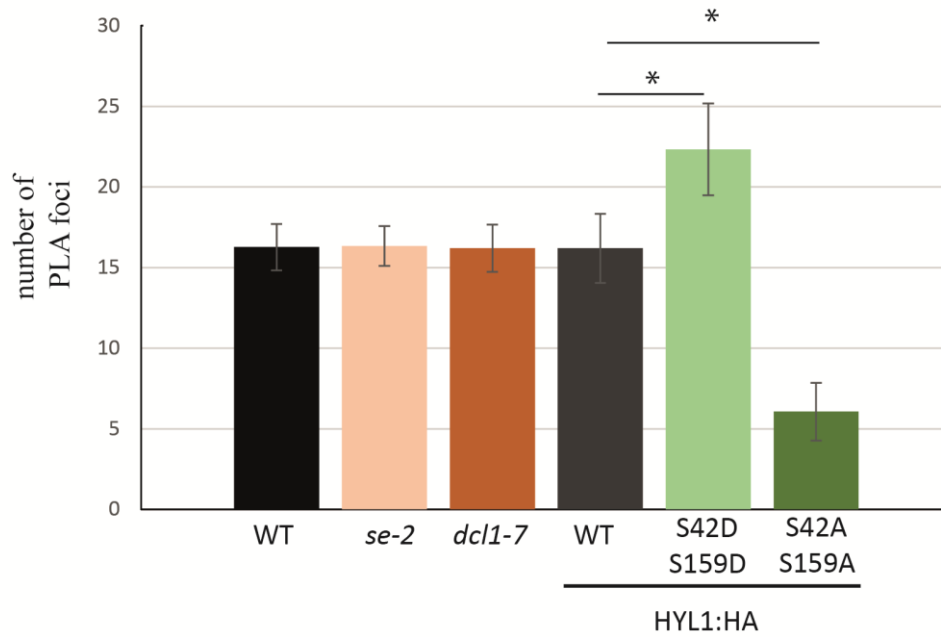

**Figure S9. HYL1 interacts with RNA Pol II based on PLA assay.** Quantification of the PLA foci presented in the Figure 4A and B. \* pvalue <0.05, t-student test, at least 15 cells were analyzed for each examined genotype.

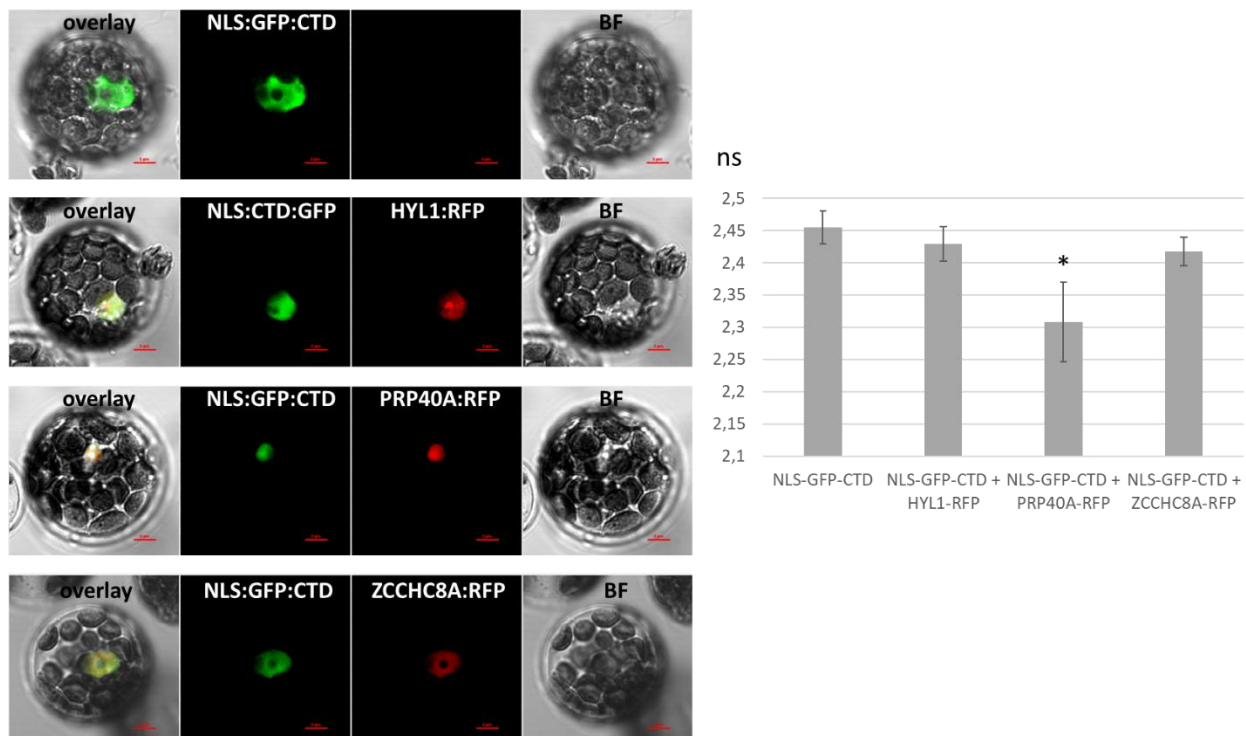

**Figure S10. FRET-FLIM analysis of NLS-CTD with HYL1 in the nucleus.** Transient co-expression of fluorescent proteins in Arabidopsis protoplasts. Scale bars are 5  $\mu$ m, \* pvalue <0.05, t-student test, BF - Bright Filed, ns - nanosecond.

How the deposited data were processed for this re-analysis (not part of the article)

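RNA Pol II ChIP-seq was measured in leaves of 21-day-old WT (Col-0) and *hyl1-2* plants, with 1 input and 1 ChIP library per genotype and an antibody against total RNA Pol II. The authors trimmed the reads, aligned them to TAIR10 with Bowtie (−M1 −n2), removed duplicates with SAMtools and extended the remaining reads. The deposited values are the start and end of each extended read and its strand, with no counts or normalization, and the score that the authors deposited with each read is Bowtie's mapping quality. The score served only to leave out reads with several places in the genome in 1 alternative. By the read names, both inputs shared 1 lane of a flow cell and both ChIP libraries shared 1 lane of another, so the genotypes do not differ in lane. The annotation was that of the TAIR10 reference assembly, whose 5 nuclear chromosomes have the lengths that the reads require, such as 30427671 bp for chromosome 1. The mitochondrial sequence of the reference differs from that of the original TAIR10 release, and no mitochondrial coordinates were used.

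Reads were counted per window in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, with intervals from SciPy 1.17.1 and figures from Matplotlib 3.10.9. A read was counted where its extended interval overlapped the window by at least 1 bp, and counts were divided by all reads of the library to give RPM. Windows were the 200 bp upstream of the annotated 5′ end (promoter), the first 200 bp, the region from 200 to 1000 bp downstream (gene body) and the region from 1000 to 500 bp upstream. The gene body region is set by distance and can run past the end of a short gene. The fold change was that of ChIP over input in *hyl1-2* against ChIP over input in WT, for windows with at least 10 reads in each library, with thresholds of 1.2 and 0.8. Its 95% interval was computed from the 4 read counts, shares were given a Wilson interval, and medians were given an interval from order statistics. The intervals of fold changes and of coverage ratios cover counting error only, those of shares and medians treat the loci of these libraries as independent draws, and none covers variation between plants. Reads without molecular identifiers are not independent molecules. Because neighbouring windows and genes are not independent, no p-value was computed across genes.

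*MIR* loci were the 270 annotated ones that do not overlap a protein-coding gene on the same strand. Other classes were 27444 protein-coding genes, 4843 pseudogenes, 625 tRNA genes and 62521 intergenic windows of 200 bp at least 1000 bp from any annotated gene. Groups of protein-coding genes (ribosomal proteins, photosystem and chlorophyll binding proteins, defensin-like proteins) were chosen by the product names in the annotation. The median of *MIR* promoters was set beside those of 10000 lists of protein-coding promoters matched in 20 bins of ChIP level. Genes named in the text were *HYL1*, the *MIR* genes and genes that the paper names for its reporter lines and its ChIP experiments, the target genes of TPR1 in Fig. 2B, and the 3 *MIR* loci with the highest and the 3 with the lowest promoter fold change among those with at least 50 reads in each library.

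Windows, thresholds, named genes and the alternatives were fixed before the data were examined, except for 2 alternatives, and the value of intergenic windows under their own scaling, that were chosen after seeing the data. The alternatives fixed at that stage were nuclear reads as the total, scaling on the median intergenic window, 1 read per position and strand, leaving out reads of mapping quality 0, no division by input, a minimum of 50 reads or of 1 read, counting by the midpoint of the read, a window from 300 to 100 bp upstream, *MIR* loci of at least 300 bp, all *MIR* loci, thresholds of 1.5 and its inverse, a correction for GC content in bins of 2 percentage points, and, for the coverage around *MIR* loci, division by input and the median over loci. The added ones were the extension of each read along its own strand and a correction for positions that a read had already taken. The correction for positions was added because the reads occupied between 7.29% of the positions and strands in WT input and 15.7% in WT ChIP.

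The counting and the fold change were tested on simulated data, with counts drawn for 26437 protein-coding promoters of which 200 were changed 3-fold. All raised promoters (100%) and 98.8% of the lowered ones that kept enough reads passed the threshold, 24.9% of unchanged promoters came out above 1.2 and 20.3% below 0.8, and the intervals held the true value in 95.2% of cases. With no simulated difference, windows chosen for a high WT ratio had a median log2 fold change of −0.20 when matched and measured on the same WT reads and of 0.00035 when WT reads were split at random for the 2 steps, so the split was used wherever windows were matched on the WT ratio. Window counts were checked against a direct count in 400 windows, with 0 differences. The ChIP-qPCR experiments, the HYL1:HA ChIP, the mirEX list of TSSs and the full list of genes downregulated only in *hyl1-2* were not analysed here.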

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

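The tests of a mislabelled sample and of the number of copies of the *HYL1* region, the test of read length at pseudogenes and the test of the contrast between ChIP and input were chosen after the result was seen, and the other tests in this part were chosen before.

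The paper does not report on the *HYL1* gene itself in the ChIP-seq data. Its fold change over the whole gene was 3.19 (2.75 to 3.71), which drew attention because the gene is disrupted in *hyl1-2*. The rise was 5.44 (4.22 to 7.01) on the 5′ side of the site that no *hyl1-2* read spans, 3.29 (2.63 to 4.13) in the 1000 bp on its 3′ side and 1.44 (1.1 to 1.88) in the rest of the gene. The promoter gave 5.77 (2.97 to 11.2), from 27 reads in WT ChIP and 101 in *hyl1-2* ChIP, and the 1000 bp downstream of the gene gave 1.27 (0.99 to 1.62). A mislabelled sample is argued against by the libraries labelled WT, which had 38 reads over the site and 0 gaps of this kind in the gene. The count of 0 in the libraries labelled *hyl1-2* is no test by itself, because the site was chosen as a gap in them. More copies of the region are argued against by the input, where *hyl1-2* had 0.929 times the RPM of WT (0.815 to 1.06). A general rise in all genes is argued against because 99.5% of protein-coding genes had a lower fold change than *HYL1* from 200 to 1000 bp downstream. A candidate explanation is RNA Pol II recruited by the inserted DNA, since the fold change was higher next to the site than in the distal part of the gene. A changed transcription of *HYL1* in the absence of its own product stays open as well. Neither was tested, because reads of the inserted DNA were not analysed here.

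Loci that the annotation classes as pseudogenes lie outside the genes that the paper discusses, and WT ChIP was above input there. The class was not divided further, so a signal from transposable elements within it cannot be told apart from one over other pseudogenes. The median ratio of ChIP to input over 4842 pseudogene bodies was 1.77 in WT and 1.26 in *hyl1-2*, and 34.5% of them in WT and 0.909% in *hyl1-2* had more than 2 times as much ChIP as input. Along the chromosomes, 14 of 121 bins of 1 Mb had a WT ratio above 1.3 and 0 had such a ratio in *hyl1-2*, with bins on each chromosome, such as those between 12 and 16 Mb on chromosome 3. GC content as the whole cause in WT is argued against, because at 36 to 38% GC pseudogene windows still exceeded protein-coding promoters by 1.32 on the log2 scale. Reads that map to several places are argued against as well, because the WT ratio without reads of mapping quality 0 was 2.07 (2.04 to 2.12). ChIP reads were longer than input reads in both genotypes, so read length as the whole cause is argued against by the *hyl1-2* ratio of 1.26, although it could account for a part that the genotypes share. Background binding in the WT immunoprecipitation and RNA Pol II on these loci stay open and were not tested.

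The fold change at pseudogene bodies had a median of −0.49 on the log2 scale (−0.50 to −0.48), with 72.7% of loci lower in *hyl1-2* and 3.55% higher. Without reads of mapping quality 0 the median was −0.50, so reads with several places do not account for it. After the correction for GC content, windows of pseudogene bodies had a median of −0.12 (−0.13 to −0.12). GC content and the ratio of ChIP to input in WT may vary together in these windows, which was not tested. GC content therefore cannot be told apart from the other sources on this test. To set them against intergenic windows of the same GC content and WT ratio, WT reads were split at random, 1 part to match the windows and the other for the fold change, since a fold change measured on the reads used for matching falls by chance where the WT ratio is high. The windows of pseudogene bodies then differed from the intergenic ones by −0.0056 (−0.014 to 0.0032), although their WT ratio on the reads not used to match was still higher by 0.11. Intergenic windows of about the same WT ratio thus fell as much, as a weaker contrast between ChIP and input in all chromatin of the *hyl1-2* library would have it. Across 118750 windows of 1000 bp, the SD of the log2 ratio of ChIP to input was 0.902 in WT and 0.693 in *hyl1-2*. Some other classes went against a weaker contrast. The share with more than 2 times as much ChIP as input rose from 2.93% in WT to 5.36% in *hyl1-2* for protein-coding gene bodies. For gene bodies of photosystem and chlorophyll binding genes it rose from 1.67 to 33.3%. The share also rose from 1.85 to 5.93% downstream of *MIR* loci and from 0.323 to 5.98% for tRNA promoters. At *MIR* promoters, however, it fell from 3.36 to 2.61%. Defensin-like genes showed no rise, with 1.04% at promoters and 0% in gene bodies in both genotypes. A lower amount of RNA Pol II on such chromatin in *hyl1-2* and a difference in contrast between the 2 immunoprecipitations cannot be told apart with 1 library per genotype.

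Genes for tRNA, which are not transcribed by RNA Pol II, are not discussed in the paper. Their promoter windows had a median log2 fold change of 0.60 (0.51 to 0.70), with 66.2% of 619 loci higher and 11.5% lower. Reads with several places are argued against as the source, since the median without reads of mapping quality 0 was 0.72 (0.62 to 0.80). GC content is argued against in the same way, with a median of 0.61 after correction. For neighbouring genes transcribed by RNA Pol II, tRNA genes at least 1000 bp from any protein-coding gene gave −0.12 (−0.25 to −0.0043), and those closer gave 0.79 (0.73 to 0.86). Of the 128 distant tRNA genes, 106 lie on chromosome 1, with a median of −0.23, and the 22 on the other chromosomes had 0.62 (0.05 to 0.98). Neighbouring genes therefore cannot be told apart from open chromatin at tRNA genes, because the distant genes on chromosome 1 dominate the test. A change of RNA Pol II around tRNA genes in *hyl1-2* stays open and untested.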

How the results depend on the processing

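Extension of reads along their own strand, the correction for positions already taken and the value of intergenic windows under their own scaling were chosen after seeing the data, and the rest was set earlier.

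Of 130 values under an alternative, 77 lay within the interval of the reported value and 48 lay outside it, and 5 changed the direction of a result whose own interval has 1 direction. The *MIR* promoter median, 0.05, is not among the 5 because its interval holds 0. When scaled on intergenic windows, the median and its whole interval lay below 0 (−0.12, −0.20 to −0.0091). With extension along the strand the median was −0.0019, with an interval that holds 0 (−0.067 to 0.096). The interval of the *MIR* promoter median lay above 0 with the GC correction (0.14, 0.07 to 0.22) and in the window from 300 to 100 bp upstream (0.11, 0.01 to 0.18). The share of higher protein-coding promoters stayed above the share of lower ones under each alternative, with 44.8 to 59.7% above the threshold of 1.2 and 41.4% above that of 1.5, and their median log2 fold change stayed between 0.20 and 0.44. The *MIR393A* fold change stayed above 1, between 1.1 and 2.66, and no value was computed for it with at least 50 reads, because it has fewer. The coverage ratio downstream of *MIR* loci stayed above 1, between 1.07 and 1.19. Keeping 1 read per position and strand changed no value, since the reads already meet that condition. Unless stated, the cause of the shifts was not tested.

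Scaling on intergenic windows moved more results than any other alternative. *MIR* promoters became 28.0% higher and 36.2% lower with a median of −0.12, protein-coding promoters 49.4% higher and 18.7% lower with a median of 0.25, and the *MIR* coverage ratios 1.07 downstream of the 5′ end, 0.987 around it and 0.945 upstream, the last 2 reversed. The intergenic median itself became −0.18 under that scaling, which takes the median count of each library and so does not bring the median fold change to 0. With nuclear reads as the total, protein-coding promoters were 59.5% higher and 11.2% lower (median 0.43) and the intergenic median became 0.0048, reversed from −0.01. Without reads of mapping quality 0, protein-coding promoters were 56.9% higher and 12.7% lower (median 0.39), the *MIR* coverage ratio downstream was 1.19, and the intergenic median reversed to 0.050. Without division by input, protein-coding promoters were 57.5% higher and 9.22% lower (median 0.39) and the intergenic median was −0.063.

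At least 50 reads gave 44.8% higher and 13.5% lower protein-coding promoters with a median of 0.20 and an intergenic median of −0.20, while at least 1 read gave 59.7% higher with a median of 0.44 and an intergenic median that reversed to 0.036. The higher minimum by construction removes promoters with low ChIP. Counting by midpoint gave 57.7% higher and 15.6% lower protein-coding promoters, an intergenic median of −0.085 and a *MIR393A* fold change of 2.66. In the window from 300 to 100 bp upstream, 20.6% of *MIR* and 11.0% of protein-coding promoters were lower. Thresholds of 1.5 and its inverse by construction called fewer, 20.1% higher and 10.4% lower for *MIR* promoters and 41.4% higher and 4.23% lower for protein-coding promoters. The GC correction gave 17.2% lower *MIR* promoters and a protein-coding median of 0.43. *MIR* loci of at least 300 bp had a median of 0.16, and all *MIR* loci had coverage ratios of 1.09 around the 5′ end and 1.05 upstream. Dividing coverage by input gave 1.19 downstream and 1.06 upstream, and the median over loci gave 1.18 and 1.08. Extension along the strand gave 59.5% higher protein-coding promoters with a median of 0.43. The correction for positions gave 12.9% lower protein-coding promoters and an intergenic median of −0.032.

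Depth limits what can be said of 1 locus, since the interval of a fold change extended 1.58-fold either way at the median *MIR* promoter, beyond the threshold of 1.2.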

Differences from the paper's values

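In Fig. S4A, read by eye, *hyl1-2* coverage is about 1.4 times that of WT around the TSS of *MIR* genes. Over the gene body it is about 1.7 times. The ratios found here, 1.07 and 1.16, were both smaller, and scaling on intergenic windows lowered them to 0.987 and 1.07. The paper's share of *MIR* promoters above 1.2 is about 60% in Fig. S4C, read by eye, and the share found here was 37.7%. Of the alternatives set before the data were examined, the correction for GC content (41.4%) and *MIR* loci of at least 300 bp (40.0%) gave a share within 1.5 times the paper's or with an interval that holds it, and the others did not. For *MIR* promoters below 0.8, the paper's share is about 5.7% in Fig. S4C, read by eye, against 25.7% here, and no alternative set before the data were examined brought the values together. The paper selected *MIR* genes with a known TSS, whereas the loci here are annotated ones whose 5′ end is often a hairpin end. No alternative used the paper's loci, so the *MIR* differences in this part cannot separate the choice of loci from the processing.

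The paper's median log2 ratio of ChIP to input at *MIR* promoters is about −1.1 in WT and about −0.6 in *hyl1-2* in Fig. S4C, read by eye. The values here were −0.25 and −0.12, and they differ from the paper's under each alternative set before the data were examined for which the ratio was computed. At protein-coding promoters, the paper's medians are about −1.1 in WT and about −0.6 in *hyl1-2* in Fig. S4C, read by eye, and those found here were −0.94 and −0.47. Counting by midpoint (−1.02 in WT, −0.53 in *hyl1-2*) and the window from 300 to 100 bp upstream (−1.0 and −0.55) gave values within the error of the reading for both genotypes, and leaving out reads of mapping quality 0 (−0.50) did so for *hyl1-2* only. The other alternatives set before the data were examined did not. Extension of each read along its own strand (−1.11 and −0.63) and the correction for positions already taken (−1.04 and −0.56) also gave values within the error of the reading for both genotypes, and both were chosen after seeing the values.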

Other observations

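For protein-coding promoters, the tests of scaling, of GC content, of the direction of extension, of the input libraries, of the contrast between ChIP and input and of a better immunoprecipitation were chosen after the result was seen, and the correction for positions was added after seeing the data, whereas the other tests in this part were chosen before.

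The higher signal at protein-coding promoters in *hyl1-2* was set against technical sources. Counting error gave 24.4% of promoters above 1.2 in draws with no difference, against 58.6% observed. The median log2 fold change of 0.42 stayed at 0.25 (0.24 to 0.26) when scaled on intergenic windows, 0.43 after the GC correction, 0.42 after the correction for positions that the removal of duplicates had left out, 0.43 with reads extended along their strand and 0.39 without division by input, so none of these accounts for the whole difference. A weaker contrast between ChIP and input in all chromatin of the *hyl1-2* library would raise windows with a low ratio in WT. Against intergenic windows of the same GC content and WT ratio, matched and measured on separate WT reads, 23293 promoters were still higher by 0.28 (0.27 to 0.29), so such a contrast does not account for the whole. More RNA Pol II at promoters of transcribed genes was examined with genes for ribosomal proteins (median 0.72) and defensin-like genes (0.31). The difference of 0.41 (0.28 to 0.65) is in line with a rise that is larger at genes that leaves transcribe, although the expression of these groups was inferred from their product names. Genes for photosystem and chlorophyll binding proteins had a median of 0.93 at promoters and 0.64 (0.41 to 0.89) in gene bodies, and the share with more than 2 times as much ChIP as input was 0% in WT and 1.69% in *hyl1-2* for their promoters and 1.67% and 33.3% for their gene bodies. A better immunoprecipitation in the *hyl1-2* library would give the same values as more RNA Pol II in the mutant, and they cannot be told apart with 1 library per genotype. A role of HYL1 at these promoters stays open.

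The *MIR* promoters rose less than protein-coding promoters, which was examined as well. Their GC-corrected median was lower by 0.29 on the log2 scale, so GC content does not account for the difference. Their higher ChIP level (a median of 2.87 RPM against 1.82 at protein-coding promoters) accounts for a part only, since 0.66% of lists matched on that level had a lower median, and those lists had a median of 0.16. Annotated 5′ ends that are hairpin ends could hide a rise at the TSS. The highest median among windows of 200 bp up to 1000 bp upstream was 0.11 (0.01 to 0.18), from 300 to 100 bp upstream. The distance between hairpin and TSS varies between loci and was not known here, so a rise at the TSS cannot be told apart from none. A difference in biology between these gene classes was not tested.

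The ChIP-seq libraries also give values for genes that the paper tested by ChIP-qPCR. Fig. 2C measures RNA Pol II, whereas Fig. S5A measures HYL1 and gives no change of RNA Pol II to compare. Among genes that the paper names as raised, the promoter fold change was 3.64 for *MIR159A*, 1.44 (0.893 to 2.32) for *MIR163* and 2.30 for *MIR166A*. It was 3.01 for *MIR170*, 3.18 for *MIR775A* and 1.29 for *MIR393A*, and below 1 for *MIR393B*. Of the 12 *MIR* genes of Fig. 2C and Fig. S5A, 8 had a promoter fold change above 1.2 and 0 below 0.8, with a median of 2.09, and 7 had an interval above 1. The highest after *MIR159A* were 3.18 (2.11 to 4.78) for *MIR775A*, 3.01 (2.00 to 4.54) for *MIR170* and 2.90 (1.78 to 4.74) for *MIR167A*, and the lowest was 0.809 (0.528 to 1.24) for *MIR171A*. From 200 to 1000 bp downstream, 8 of the 12 were above 1.2 and 1 was below 0.8, *MIR171A* with 0.79, the median was 2.47, and in 8 the fold change there exceeded that of the promoter. The *MIR393B* promoter had a fold change of 0.683 (0.386 to 1.21) and the region from 200 to 1000 bp downstream 1.60 (1.2 to 2.13). Of the 6 *MIR* genes with a reporter line, 4 were above 1.2 and 2 below 0.8 at the promoter, and 0 had an interval that excludes 1. From 200 to 1000 bp downstream, 3 of the 6 had an interval above 1 and 1, *MIR157A*, had an interval below 1.

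Among 12 target genes of TPR1 in Fig. 2B, 11 promoters had a fold change above 1.2 and 3 an interval above 1. For the 9 genes that the paper reports as lower the median was 1.59, between 0.939 for *MYB28* and 4.38 for *DND1*, and for the 3 reported as higher it was 1.86, between 1.31 and 4.22.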
